# N-linked glycosylation is essential for anti-tumor activities of KIAA1324 in gastric cancer

**DOI:** 10.1038/s41419-023-06083-6

**Published:** 2023-08-23

**Authors:** Rebecca Yun, Eunji Hong, Junil Kim, Bora Park, Staci Jakyong Kim, Bona Lee, Yong Sang Song, Seong-Jin Kim, Sujin Park, Jin Muk Kang

**Keywords:** Gastric cancer, Glycosylation, Apoptosis, Tumour-suppressor proteins, Tumour biomarkers

## Abstract

KIAA1324 is a transmembrane protein largely reported as a tumor suppressor and favorable prognosis marker in various cancers, including gastric cancer. In this study, we report the role of N-linked glycosylation in KIAA1324 as a functional post-translational modification (PTM). Loss of N-linked glycosylation eliminated the potential of KIAA1324 to suppress cancer cell proliferation and migration. Furthermore, we demonstrated that KIAA1324 undergoes fucosylation, a modification of the N-glycan mediated by fucosyltransferase, and inhibition of fucosylation also significantly suppressed KIAA1324-induced cell growth inhibition and apoptosis of gastric cancer cells. In addition, KIAA1324-mediated apoptosis and tumor regression were inhibited by the loss of N-linked glycosylation. RNA sequencing (RNAseq) analysis revealed that genes most relevant to the apoptosis and cell cycle arrest pathways were modulated by KIAA1324 with the N-linked glycosylation, and Gene Regulatory Network (GRN) analysis suggested novel targets of KIAA1324 for anti-tumor effects in the transcription level. The N-linked glycosylation blockade decreased protein stability through rapid proteasomal degradation. The non-glycosylated mutant also showed altered localization and lost apoptotic activity that inhibits the interaction between GRP78 and caspase 7. These data demonstrate that N-linked glycosylation of KIAA1324 is essential for the suppressive role of KIAA1324 protein in gastric cancer progression and indicates that KIAA1324 may have anti-tumor effects by targeting cancer-related genes with N-linked glycosylation. In conclusion, our study suggests the PTM of KIAA1324 including N-linked glycosylation and fucosylation is a necessary factor to consider for cancer prognosis and therapy improvement.

## Introduction

Advanced technology is leading the discovery of novel cancer-related genes [1], deepening our understanding of cancer and improving therapeutic strategies. Most research on novel genes has been initially approached based on their expression level, but the functions of genes are influenced by many other factors such as interacting partners and post-transcriptional or translational modifications. To predict the action and impact of the genes on cancer precisely, altered modifications of genes or partners are being revealed through continuous research.

Post-translational modifications (PTMs) are chemical changes to a protein that alter its properties, conformation, and binding capacity [2]. PTMs control the activity, stability, and localization of proteins, thereby regulating most biological processes including cell growth, migration, and differentiation. Since PTMs are critical for the normal function of proteins, alterations are often correlated with oncogenesis, cancer development, and malignancy [3, 4].

Among PTMs, glycosylation, the attachment of glycan, is coordinated by the complex effort of nucleotide sugar transporters, glycosyltransferases, and glycosidases and initiated in the endoplasmic reticulum or Golgi apparatus [5]. Glycans added to and extending away from the surface of proteins contribute to three-dimensional conformation, overall charge, protein function, localization, and stability. N-linked glycosylation (N-glycosylation) occurs at the nitrogen atom of the asparagine (Asn) amino acid in the Asn-X-Ser/Thr consensus sequence. Alterations to N-glycosylation due to mutation and enzyme malfunction can change the biological activities of proteins, including protein trafficking and cellular signaling, leading to cancer cell growth, survival, and progression [6–8]. N-glycosylated PD-L1 was stabilized by avoiding ubiquitination and reduced binding affinity to anti-PD-L1 antibody [9, 10]. Meanwhile, deglycosylation of PD-L1 increased the detection of PD-L1 levels in cancer patients’ tissues, enhancing the prediction of anti-PD-L1/PD-1 therapeutic potential [10]. N-glycosylation of PD-1 was essential for interaction with PD-L1 and an antibody targeting N-glycosylated PD-1 showed greater efficacy in tumor regression compared to a conventional anti-PD-1 antibody [11]. VEGFR2 N-glycosylation induced interaction with galectin-1 (GAL-1), leading to tolerance to anti-VEGF treatment [12]. Thus, N-glycosylation of cancer-related proteins has been considered a crucial factor to predict cancer prognosis and therapeutic target.

Many studies have reported KIAA1324 (also known as ELAPOR1 or inceptor) as a tumor suppressor and prognostic marker in various cancers including gastric cancer [13–16]. A high KIAA1324 level was correlated with favorable prognoses and survival in cancer patients. KIAA1324 induced a strong cell growth suppression in endometrioid and nonendometrioid endometrial carcinoma through the lysosomal degradation of long-lived proteins, and its expression was accompanied by increased autophagosome and acidic vesicles [17]. In our previous study, KIAA1324 was downregulated in gastric cancer, and higher levels were associated with better patient prognoses. KIAA1324 suppressed proliferation, invasion, and drug resistance in vitro and in vivo by promoting apoptosis through its physical interaction with GRP78 (glucose-related protein 78 kDa) [13]. Furthermore, KIAA1324 has been reported to counteract insulin signaling by interacting with insulin receptor (INSR) and insulin-like growth factor 1 receptor (IGF1R) and inhibit cell proliferation, supporting the tumor-suppressive role of KIAA1324 [18]. However, although the impact of KIAA1324 in cancer has been increasing, the biological functions of KIAA1324 including PTMs have been poorly investigated.

In our current study, we identify and report the function of N-glycosylation in KIAA1324. We confirmed that N-glycosylation of KIAA1324 is essential to function as a tumor suppressor by investigating the discrepancy in the tumorigenic potential of gastric cancer cells when N-glycosylation of KIAA1324 is blocked by mutation. RNAseq also confirmed the importance of N-glycosylation and revealed many novel targets of KIAA1324 in tumor suppression. In addition, N-glycosylation was involved in the stability and localization of KIAA1324. Our findings conclude that N-glycosylation of KIAA1324 is required to inhibit gastric cancer cell progression and to induce tumor regression by inducing apoptosis and cell cycle arrest. Altogether, our data signifies that N-glycosylation of KIAA1324 is crucial to its function as a tumor suppressor and accurate prognostic indicator in gastric cancer.

## Results

### N-glycosylation is a potential PTM in KIAA1324

*KIAA1324* is one of the most significantly downregulated genes in gastric cancer tissues and cell lines. It has been established as a tumor suppressor in vitro and in vivo in gastric cancer [13]. Public datasets also demonstrate that KIAA1324 is associated with favorable survival in various cancers (Fig. 1A, Supplementary Fig. 1).

**Fig. 1:**
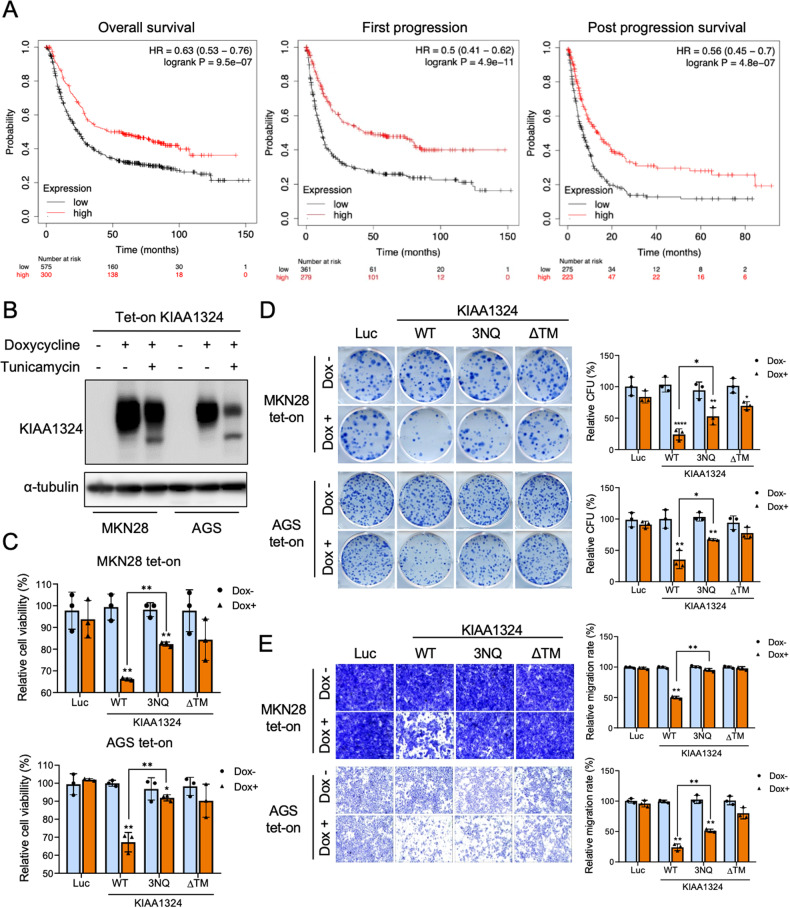
N-glycosylation of KIAA1324 is required for KIAA1324-mediated inhibition of proliferation, colony formation, and migration of gastric cancer cells. **A** Graphs of the public datasets showed an association between KIAA1324 expression level and gastric cancer patient survival. **B** Immunoblot of MKN28 and AGS cells harboring tet-on Luc measured in the presence and absence of 1 μg/mL doxycycline and 1 μg/mL tunicamycin using anti-KIAA1324. **C** Cell viability of MKN28 and AGS cells harboring tet-on Luc, KIAA1324 WT, KIAA1324 3NQ, and KIAA1324 ΔTM was measured in the presence and absence of 1 μg/mL doxycycline. Mean ± SD, *n* = 3. *P < 0.05; **P < 0.01. **D** Representative images of methylene blue–stained colonies of MKN28 and AGS cells expressing Luc, KIAA1324 WT, KIAA1324 3NQ, and KIAA1324 ΔTM. Relative colony forming unit (CFU) was calculated by dividing the colony number of doxycycline-untreated by doxycycline-treated cells. Mean ± SD, *n* = 3. *P < 0.05; **P < 0.01; ****P < 0.0001. **E** Migratory abilities of MKN28 and AGS cells expressing Luc, KIAA1324 WT, KIAA1324 3NQ, and KIAA1324 ΔTM were measured using transwell migration assay, respectively. Relative migration rates were calculated by dividing the number of doxycycline-untreated divided by doxycycline-treated cells. Mean ± SD, *n* = 3. *P < 0.05; **P < 0.01.

To better understand the mechanistic action of KIAA1324, we inspected the PTMs of KIAA1324 using the Uniprot database [19], which revealed N-glycosylation as a functional PTM in the KIAA1324 protein. To examine whether KIAA1324 is modified by N-glycosylation in gastric cancer cells, we treated tunicamycin, an N-glycosylation inhibitor, on KIAA1324-expressing human gastric cancer cell lines, MKN28 and AGS. By the blocking effect of N-glycosylation, the molecule size of the KIAA1324 protein was altered to a smaller form in both cell lines (Fig. 1B), indicating that N-glycosylation occurred on KIAA1324. Therefore, we investigated the specific role of N-glycosylation on KIAA1324 in gastric cancer. To confirm glycosylation and explore its importance, we generated constructs of KIAA1324 with the mutation of N-glycosylation putative sites (amino acids 153, 404, 672). Replacing asparagine residue with glutamine (N153Q, N404Q, N672Q, N153/404Q, N404/672Q, N153/672Q, and N153/404/672Q (3NQ)) inhibited N-glycosylation at the sites [20, 21] (Supplementary Fig. 2). Immunoblotting showed that KIAA1324 mutants are smaller than wild-type. The three sites mutant (3NQ) was detected as the smallest size among mutants (Supplementary Fig. 2B), suggesting that all three sites (N153/404/672) may be involved in N-glycosylation.

### N-glycosylation is required for the anti-tumor functions of KIAA1324 in cancer cells

Next, we examined the effect of N-glycosylation of KIAA1324 on in vitro tumorigenic characteristics of gastric cancer cells. We established MKN28 and AGS cell lines with a tetracycline-inducible (tet-on) viral system expressing KIAA1324 WT, 3NQ, ΔTM (deletion of the transmembrane domain), or luciferase (Luc). Our previous study showed that the loss of the transmembrane domain in KIAA1324 abolished its anti-tumor effects [13]. Therefore, this study utilized the ΔTM mutant as a nonfunctional KIAA1324 to compare with the 3NQ mutant and Luc was used as a general control.

Then, we examined whether N-glycosylation of KIAA1324 influences the tumor suppressor activity of KIAA1324 in gastric cancer cells by assessing cancerous phenotypes such as proliferation, colony formation, and migration using in vitro assays. KIAA1324 WT induction inhibited cell growth in MKN28 and AGS cells, whereas 3NQ and ΔTM mutation suppressed the KIAA1324-meditated growth inhibition (Fig. 1C). Furthermore, colony-forming activity dramatically decreased in KIAA1324 WT-expressing MKN28 and AGS cells but not in 3NQ and ΔTM-expressing cells (Fig. 1D). Moreover, in migration assay, KIAA1324 WT significantly reduced the migration of gastric cancer cells, whereas 3NQ and ΔTM mutation reduced KIAA1324-mediated inhibition of migratory activity (Fig. 1E). This demonstrated that N-glycosylation of KIAA1324 is also essential to the migratory ability of gastric cancer cells. Taken together, these results demonstrate that N-glycosylation is essential to the ability of KIAA1324 to inhibit cancer cell proliferation and migration, suggesting that N-glycosylation is crucial for KIAA1324-mediated inhibition of tumorigenic phenotypes.

### N-glycosylation is crucial for KIAA1324-mediated cancer cell apoptosis and tumor regression

Since KIAA1324 induces apoptosis in gastric cancer cells [13], we examined whether N-glycosylation affects KIAA1324-mediated apoptosis in gastric cancer cells. We conducted annexin V staining and flow cytometry to observe apoptosis in gastric cells expressing KIAA1324 WT, 3NQ, or ΔTM in comparison to Luc (Fig. 2A). KIAA1324 WT induction increased the annexin V-positive cell population, whereas 3NQ and ΔTM did not increase the annexin V-positive cell population. Caspase activity assay showed that KIAA1324 WT expression increased cleaved caspase3/7 activities, an apoptotic marker, but 3NQ and ΔTM did not induce the activities (Fig. 2B). In addition, inhibition of N-glycosylation by tunicamycin also demolished KIAA1324-mediated apoptosis (Fig. 2C). These results indicate that N-glycosylation of KIAA1324 is required to induce apoptosis through caspase3/7 activities in gastric cancer cells.

**Fig. 2:**
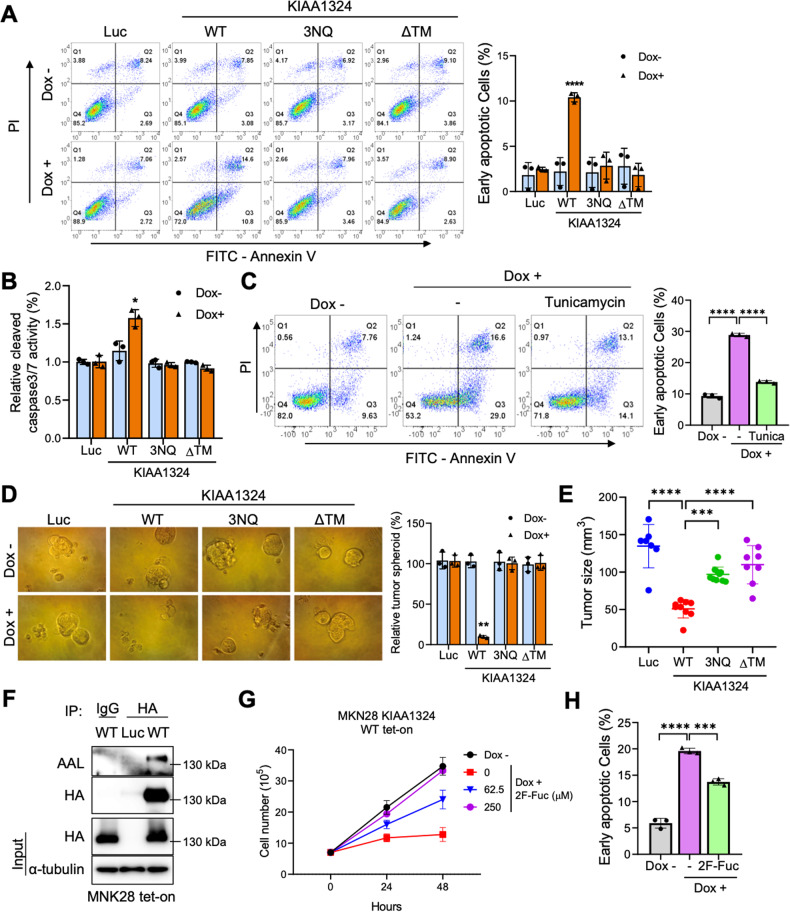
N-glycosylation is crucial for KIAA1324-mediated cancer cell apoptosis and tumor regression in vitro and in vivo. **A** Annexin V staining and flow cytometry analysis using doxycycline-induced Luc, KIAA1324 WT, KIAA1324 3NQ, and KIAA1324 ΔTM MNK28 cells with 1 μg/mL doxycycline treatment for 36 h. Annexin V-positive and PI-negative populations signify the early apoptotic cells. The quantification of the early apoptotic cell population is from a triplicate of samples graphed on the right. Mean ± SD, *n* = 3. ****P < 0.0001. **B** Cleaved caspase3/7 activity of MKN28 cells harboring tet-on Luc, KIAA1324 WT, KIAA1324 3NQ, and KIAA1324 ΔTM was measured in the presence and absence of 1 μg/mL doxycycline. Relative activity was calculated by dividing the absorbance of doxycycline-untreated by doxycycline-treated cells. Mean ± SD, *n* = 3. *P < 0.05. **C** Flow cytometry analysis of MKN28 cells harboring tet-on KIAA1324 WT treated for 36 h with 1 μg/mL doxycycline and tunicamycin. The quantification of the early apoptotic cell population from a triplicate of samples is graphed. Mean ± SD, *n* = 3. ****P < 0.0001. **D** Tumor spheroid number of MKN28 cells harboring tet-on Luc, KIAA1324 WT, KIAA1324 3NQ, and KIAA1324 ΔTM was measured in the presence and absence of 1 μg/mL doxycycline. The relative number was calculated by dividing the number of doxycycline-untreated by doxycycline-treated tumor spheroid. Mean ± SD, *n* = 3. **P < 0.01. **E** MKN28 cells harboring tet-on Luc, KIAA1324 WT, KIAA1324 3NQ, or KIAA1324 ΔTM were subcutaneously injected to each mice after 1 μg/mL doxycycline treatment. Tumor size was analyzed three weeks after injection. Mean ± SD, *n* = 8. ***P < 0.001; ****P < 0.0001. **F** Immunoprecipitation analysis of AAL in MNK28 cells expressing Luc and HA-KIAA1324 WT after 36 h treatment of 1 μg/mL doxycycline using AAL and anti-HA. **G** Proliferation of MKN28 cells harboring tet-on KIAA1324 WT measured in the presence and absence of various dosages of 2FF. Mean ± SD, *n* = 3. *P < 0.05; **P < 0.01, vs control. **H** The quantification of the early apoptotic cell population from a triplicate of samples is graphed from flow cytometry analysis of MKN28 cells harboring tet-on KIAA1324 WT treated with 1 μg/mL of doxycycline and 25uM of 2F-Fuc for 24 h. Mean ± SD, *n* = 3. ***P < 0.001; ****P < *0.0001*.

Furthermore, to investigate whether N-glycosylation is required for KIAA1324-mediated inhibition of tumor development, we performed tumor spheroid formation assay and in vivo tumor establishment assays. Both the number and size of tumor spheroids were dramatically decreased with KIAA1324 WT induction, but not by 3NQ and KIAA1324 ΔTM induction (Fig. 2D). This data suggested that KIAA1324 inhibited tumor stemness and N-glycosylation was required. Next, to test the effect of N-glycosylation loss on in vivo tumor formation, we subcutaneously injected Luc, KIAA1324 WT, KIAA1324 3NQ, or KIAA1324 ΔTM expressing MKN28 cells into mice. Induction of KIAA1324 WT significantly inhibited the tumor growth but 3NQ and ΔTM did not reduce the tumor volume as consistent with tumor spheroid formation assay (Fig. 2E). These data indicated that N-glycosylation removal loses the inhibitory ability of tumor formation, suggesting that N-glycosylation is required for KIAA1324-induced tumor regression.

Fucosylation, a modification of N-glycoprotein mediated by fucosyltransferase [22], is involved in cancer cell adhesion, motility, and cellular signaling by regulating the functions of glycoproteins such as EGFR and TGFBR. Therefore, we investigated the possibility of fucosylation in KIAA1324. First, we detected fucosylation of KIAA1324 by immunoprecipitation assay of MNK28 cells expressing Luc or HA-tagged KIAA1324 WT and probing with *aleuria aurantia lectin* (AAL), a specific lectin containing multiple fucose-binding sites [23]. The result showed that KIAA1324 WT specifically interacted with AAL, indicating the fucosylation of KIAA1324 protein (Fig. 2F). To examine role of fucosylation in KIAA1324, we treated various dosages of a fucosyltransferase inhibitor, 2F-Peracetyl-Fucose (2F-Fuc) on MNK28 cells expressing KIAA1324 WT and performed cell proliferation assay. Inhibition of fucosylation by 2F-Fuc abolished KIAA1324-mediated cell growth inhibition in a dose-dependent manner (Fig. 2G). Subsequently, we observed that 2F-Fuc treatment decreased KIAA1324-mediated apoptosis in MKN28 cells expressing KIAA1324 WT (Fig. 2H and Supplementary Fig. 3). These results are consistent with previous reports showing that fucosylation plays a role as a tumor suppressive modification in gastric cancer [24]. Taken together, these results suggest that KIAA1324 undergoes fucosylation, and thus, has a critical impact on its functions in cell growth and apoptosis.

### RNA sequencing analysis revealed that N-glycosylation is required for KIAA1324-mediated cancer cell cycle arrest

To deepen the understanding of the role of KIAA1324 and its glycosylation in cancer, we elucidated transcriptomic changes by N-glycosylation of KIAA1324 through RNAseq from Luc, KIAA1324 WT-, 3NQ-, and ΔTM-expressing MKN28 cells (Fig. 3A).

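Poly(A) RNA of MKN28 cells, a human gastric cancer cell line, was sequenced as 1 library for each of 4 groups, namely control cells (Luc) and cells carrying a tet-on construct of KIAA1324 WT, 3NQ or ΔTM. With 1 library per group, no difference between groups had a replicate check, and no p-value was computed. The authors filtered the reads on undetermined bases and base quality, mapped them to GRCh37 with Tophat and estimated an FPKM for each gene with Cufflinks. They masked non-coding regions and corrected for multi-mapped reads and fragment bias. The deposited table lists 23362 genes with an FPKM in each library. It holds no read counts, intervals or p-values, so that the depth of each library is unknown. The FPKM summed to 575125 in Luc, 564545 in WT, 585104 in 3NQ and 560540 in ΔTM, and 11406, 11354, 11297 and 11353 genes, respectively, had an FPKM of at least 1.

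Log2 ratios to Luc were computed from the FPKM with a pseudocount of 1, which understates the change of low genes. They covered the 11769 genes with an FPKM of at least 1 in at least 1 library. The median ratio of these genes was −0.0049 in WT, −0.038 in 3NQ and −0.060 in ΔTM. A gene was called higher or lower where the ratio reached 1.5-fold in that direction.

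KIAA1324 (ENSG00000116299) lies on chromosome 1 of GRCh37 from 109656301 to 109749401 on the plus strand. Its FPKM was 2.86 in Luc, 11185 in WT and 8197 in 3NQ, and the log2 ratio was 11.50 in WT and 11.05 in 3NQ. Of the alternatives that keep Luc as the control, a pseudocount of 5 moved it most, to 10.48 in WT. In the ΔTM library, KIAA1324 was listed at 0, below its level in Luc, although that library's label names a KIAA1324 construct. It is therefore called the library labelled ΔTM, and each value given for 3NQ or for this library rests on the labels of the deposited table. Neither the paper nor the labels state whether or for how long doxycycline was given before the RNA was taken, so that the level expected of each construct is unknown.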

**Fig. 3:**
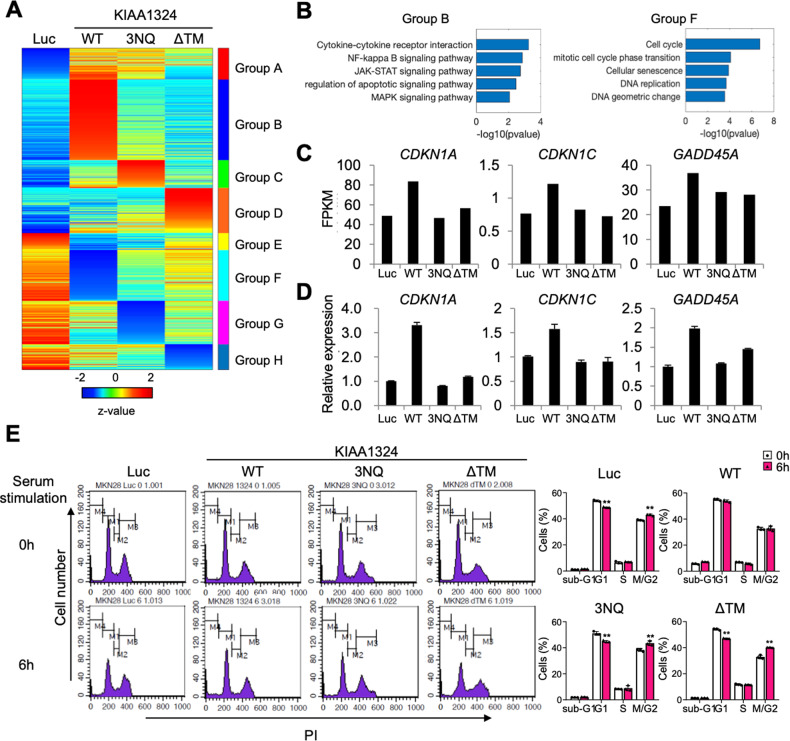
RNA sequencing analysis revealed the importance of N-glycosylation for KIAA1324-mediated cell cycle arrest. **A** Heat map of 8 DEG groups. **B** Enriched GO terms and KEGG pathways for DEG groups B and F: exclusively upregulated and downregulated in KIAA1324 WT, respectively. **C** FPKM values from RNA-sequencing and **D** relative expression levels of CDKN1A, CDKN1C, and GADD45A, genes involved in cell cycle arrest, were measured by qRT-PCR. **E** Flow cytometric analysis and graphed relative expression levels of cell cycle phase distribution upon 0 and 6 h of serum stimulation. Mean ± SD, *n* = 3. **P < 0.01.

First, to characterize the expression profiles, we performed principal component analysis (PCA) on the four RNAseq data by integrating it with our previous RNAseq data of gastric cancer cell lines and tissue [25, 26]. The expression profile of control cells (Luc) was closely located with the cancer tissue group whereas that of KIAA1324 WT-expressing cells was located with the normal tissue group, which is consistent with the tumor suppressor role of KIAA1324. The expression profiles of 3NQ and ΔTM mutant expressing cells were closer to the cancer tissue group rather than normal tissue, indicating that loss of N-glycosylation recovered KIAA1324-induced transcriptome changes (Supplementary Fig. 4).

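The 4 MKN28 libraries were compared with each other on log2(FPKM + 1), whereas the published cell lines and tissues were not analysed here. Over the 11769 genes passing the filter, the Euclidean distance to Luc was 45.1 for WT, 41.6 for 3NQ and 41.0 for the library labelled ΔTM. The distance to WT was 40.2 for 3NQ and 48.9 for the library labelled ΔTM. Thus, 3NQ was nearer to WT than to Luc, and the library labelled ΔTM was nearer to Luc than to WT. Over these 11769 genes, the order for 3NQ was sensitive to KIAA1324. When KIAA1324 was left out, a choice made after seeing the data, 3NQ was 40.1 from Luc and as far as before from WT. AC025262.1, listed at 0 in WT against an FPKM of 4270 in 3NQ, was kept and lengthens the distance of 3NQ to WT. The order for 3NQ therefore cannot be put down to KIAA1324 alone. Over the 1161 genes of groups A to H, the kind of gene set on which the paper ran its PCA, 3NQ was 33.7 from Luc and 31.5 from WT. KIAA1324 belongs to group A, was kept in this set and lengthens the distance of 3NQ to Luc. The library labelled ΔTM was 34.2 from Luc and 39.4 from WT. These groups were chosen from the same libraries. Over the 373 genes of groups C, D, G and H, the library labelled ΔTM was 22.2 from Luc and 21.8 from WT. Over the same genes, 3NQ was 19.8 from Luc and 18.7 from WT. These genes were chosen because a mutant differed from Luc while WT did not, which by itself lengthens the distance of a mutant to Luc. The order over these genes therefore decides nothing for either mutant.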

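Compared to Luc, 395 genes were higher and 393 lower in WT, 208 higher and 303 lower in 3NQ, and 181 higher and 185 lower in the library labelled ΔTM. These calls rest on the 1.5-fold threshold, because the deposited table holds no p-values of the authors' Cuffdiff test. A 2-fold threshold moved the counts most, to 79 higher and 67 lower genes in WT. Higher genes made up 50.1% of the calls in WT, 40.7% in 3NQ and 49.5% in the library labelled ΔTM. When the libraries were rescaled by the median of ratios to the geometric mean, the calls in the library labelled ΔTM were 220 higher and 147 lower, or 59.9% higher. Under the same rescaling, the calls in 3NQ were 231 higher and 258 lower, or 47.2% higher.

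By the rule of Supplementary Fig. 5, group A held 108 genes, group B 287, group C 75, group D 87, group E 146, group F 247, group G 140 and group H 71. Of the 788 genes called in WT, 520 were called in neither mutant. Another 70 genes were called in the same direction in both mutants but not in WT, and they belong to none of the 8 groups. In 100 simulations of 4 unchanged libraries, with the spread between 3NQ and the library labelled ΔTM, the rule gave on average 116 genes for group B (at most 141) and 136 genes for group F (at most 159).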

Differentially expressed gene (DEG) analysis revealed that 3NQ and ΔTM cells expressed different gene groups compared to the WT group (Fig. 3A). Among the gene groups, we found that group F (down-regulated by KIAA1324 WT but not in 3NQ and ΔTM) was associated with the cell cycle and DNA replication pathway. 

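The median log2 ratio of group F was −0.68 in WT, −0.33 in 3NQ and −0.18 in the library labelled ΔTM. Of its 247 genes, 228 (92.3%) were below Luc in 3NQ as well and 193 (78.1%) in the library labelled ΔTM. Because the group is defined against a shared Luc library, unchanged simulated libraries gave 71.9% on average, with a range from 62.7% to 81%, and a median log2 ratio of −0.14 in a mutant, with a range from −0.22 to −0.056.

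The enrichment databases were not used here, and the pathways were followed with lists of their genes, each compared with 10000 random lists of the same size and expression. The 35 genes of DNA replication had a median log2 ratio of −0.38 in WT, which was below every random list. The median was −0.19 in 3NQ (percentile 0.01) and −0.050 in the library labelled ΔTM (percentile 54.9). Against the mean of the other 3 libraries, the median in WT was −0.28, and with the mean of both mutants as the control, the alternative that moved it most, it was −0.23. DNA2, LIG1, POLE2, PRIM1 and RFC4 belonged to group F, 5 genes where the random lists had 0.584 on average. Of 71 genes in the cell cycle boxes of Supplementary Fig. 7, 13 belonged to group F, compared to 1.28 in the random lists. A list of 30 mitotic genes, of which 10 are also cell cycle promoting genes of that figure, had a median of −0.56 in WT and −0.36 in 3NQ, both below every random list, and of −0.18 in the library labelled ΔTM (percentile 0.01), where 27 of them were below Luc. Of the 30 genes, 11 belonged to group F.

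Among the genes of group F with an FPKM of at least 5 in a library, the 5 lowest ratios in WT were those of AC025262.1, FAM25C, CPVL, AL022328.1 and METAP1D. AC025262.1 had an FPKM of 3267 in Luc and FAM25C of 25.8, and both were listed at 0 in WT, where no ratio is given. CPVL had a log2 ratio of −1.37, AL022328.1 of −1.34 and METAP1D of −1.19. METAP1D was called higher than Luc in 3NQ (0.69), and FAM25C in the library labelled ΔTM (1.61).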

Group B (up-regulated by WT but not in 3NQ and ΔTM) was associated with the regulation of apoptotic signaling pathway (Fig. 3B and Supplementary Fig. 5). Moreover, gene set enrichment analysis showed that the genes expressed in KIAA1324 WT-expressing MKN28 cells were negatively correlated with DNA replication and cell cycle pathways (Supplementary Fig. 6A). 

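The median log2 ratio of group B was 0.72 in WT, 0.25 in 3NQ and 0.074 in the library labelled ΔTM. Of its 287 genes, 230 (80.1%) were above Luc in 3NQ and 188 (65.5%) in the library labelled ΔTM, and unchanged simulated libraries gave 73.7%, with a range from 59.3% to 86.2%, and a median of 0.18 in a mutant, with a range from 0.076 to 0.27.

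The 26 pro-apoptotic genes had a median of 0.054 in WT (percentile 82.2), −0.017 in 3NQ (percentile 66.9) and −0.087 in the library labelled ΔTM (percentile 29.6). None of them belonged to group B, whereas TNFSF10 belonged to group F. When the libraries were rescaled by the median of ratios, the median in 3NQ was 0.017. The 8 anti-apoptotic genes had a median of 0.12 in WT (percentile 91.8), −0.00086 in 3NQ and −0.037 in the library labelled ΔTM, and BIRC5 belonged to group F. Both mutant medians were above 0 under that rescaling. The 23 NF-kappa B targets, another term of Fig. 3B, had a median of 0.36 in WT and 0.23 in 3NQ, both above every random list, and of 0.0037 in the library labelled ΔTM (percentile 93.4). CCL22, RELB, SOD2 and TNFAIP3 belonged to group B, 4 genes where the random lists had 0.594 on average, and the paper shows CCL22 and TNFAIP3 in Fig. 4A. CCL20, IL1A, IL8 and TRAF1 belonged to group A, higher in WT and in a mutant, 4 genes where the random lists had 0.206.

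Among the genes of group B with an FPKM of at least 5 in a library, the 5 highest ratios in WT were those of ZNF350, TMEM125, PIGY, NEDD4L and DNAI1. ZNF350 was listed at 0 in Luc and had an FPKM of 674 in WT, 0.143 in 3NQ and 0.153 in the library labelled ΔTM. The log2 ratio in WT was 3.86 for TMEM125, 3.17 for PIGY, 3.13 for NEDD4L and 3.12 for DNAI1. PIGY was listed at 0 in both mutants, and NEDD4L was called lower than Luc in both.

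**Figure D1:**
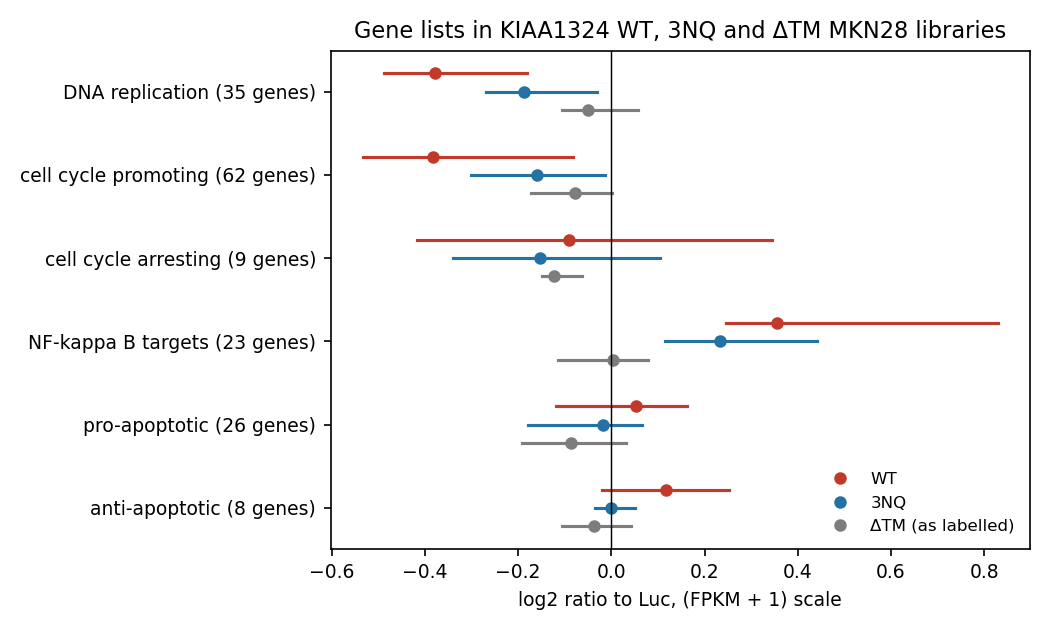
Log2 ratio to Luc, on the (FPKM + 1) scale, of 6 gene lists (vertical axis) in KIAA1324 WT (red), 3NQ (blue) and the library labelled ΔTM (grey). Points are medians over the genes of a list and lines run from the 25th to the 75th percentile of its genes, so that they show the spread between genes and not between replicates; DNA replication and cell cycle promoting genes lie lowest in WT, at −0.38 for both lists, and NF-kappa B targets lie highest in WT, at 0.36.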

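Genes were ranked by their log2 ratio to Luc, and a running-sum score weighted by that ratio was computed, which is positive where a list lies toward genes higher in Luc. The lists stood in for the gene sets of the software. In WT, the score of the DNA replication list was 0.668, at percentile 99.9 of the random lists, and that of the 71 cell cycle genes was 0.648, above every random list. In 3NQ, the scores were 0.523 (percentile 97.6) and 0.466 (percentile 98.6). In the library labelled ΔTM, they were 0.238 (percentile 54.9) and 0.226 (percentile 57.1). With no filter on low values, the alternative that moved the DNA replication score in WT most, it was 0.754. When the libraries were rescaled by the median of ratios, both scores in the library labelled ΔTM changed sign, to −0.195 and −0.206, and the DNA replication score in 3NQ was 0.495 (percentile 97.3).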

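Supplementary Fig. 6B names CCNB2, CCNB3, CDK1, CDKN2C, E2F1, E2F2, SKP2, BUB1, POLE2 and DNA2. All 10 genes were at least 1.5-fold lower in WT than in Luc, and none reached 1.5-fold in 3NQ or the library labelled ΔTM. With a pseudocount of 5, BUB1 (−0.56), CCNB3 (−0.44), DNA2 (−0.54), E2F2 (−0.49) and POLE2 (−0.56) no longer reached 1.5-fold in WT, and BUB1 (−0.58) did not when the libraries were rescaled by the median of ratios. With a pseudocount of 0.1, CDKN2C (−0.62) and E2F2 (−0.61) reached it in 3NQ as well. The median log2 ratio of the 10 genes was −0.73 in WT, −0.33 in 3NQ (percentile 0.03) and −0.16 in the library labelled ΔTM (percentile 5.2). Against the mean of both mutants, the median in WT was −0.48, and 2 of the 10 genes passed the threshold. BUB1 (ENSG00000169679) had the weakest change in WT, a log2 ratio of −0.59 from an FPKM of 85.1 in Luc. Of the 500 genes nearest to BUB1 in expression, 1.4% differed as much between 3NQ and the library labelled ΔTM. CCNB3 (ENSG00000147082) had the strongest, −1.39, from an FPKM of 1.95 in Luc and 0.129 in WT, and its ratio rests on low values. The paper picked these genes from the same libraries, so that their change in WT is not independent evidence.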

Volcano plots also confirmed eight cell cycle-related and three DNA replication-related genes were significantly (*p*-value < 0.05) down-regulated in KIAA1324 WT but not in 3NQ and ΔTM (Supplementary Fig. 6B). This gene expression profiling shows that KIAA1324 represses oncogenesis through two main pathways via N-glycosylation: cell cycle arrest and apoptosis.

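Across the 11769 genes, the log2 ratios to Luc of WT and 3NQ had a Pearson correlation of 0.573, those of WT and the library labelled ΔTM 0.358, and those of 3NQ and the library labelled ΔTM 0.496. These are 3 correlations across genes, which are not independent replicates. Since all 3 comparisons share the Luc library, 100 simulations with no changed gene gave a correlation of 0.504 on average, with a range from 0.381 to 0.608, so that the value for WT and the library labelled ΔTM lay below this range. Without KIAA1324, a choice made after seeing the data, that value was 0.383, inside the range. Of the genes called in WT, 89.3% had the same sign in 3NQ and 77.4% in the library labelled ΔTM, compared to 83.1% in the simulations, with a range from 79.1% to 86.7%. The removal of KIAA1324 moved the other values most, to 0.542 for WT and 3NQ and to 0.529 for 3NQ and the library labelled ΔTM, and Spearman's correlation moved that of WT and the library labelled ΔTM most, to 0.311.

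The paper reasons from the groups of genes changed in WT but not in 3NQ and ΔTM. Group F was associated with the cell cycle and DNA replication in its enrichment analysis and group B with apoptotic signaling, and the GSEA and the volcano plots gave the cell cycle result again. From these it concludes that KIAA1324 acts against tumor growth through cell cycle arrest and apoptosis and needs N-glycosylation to do so. Apart from RNAseq, the paper backs this with annexin V staining, caspase activity, tumors in mice, qRT-PCR and flow cytometry of the cell cycle. Those assays were not examined here.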

In the transcriptomics analysis, cell cycle arrest genes, *CDKN1A*, *CDKN1C*, and *GADD45A*, were upregulated in KIAA1324 WT expressing cells but not in 3NQ and ΔTM expressing cells (Fig. 3C). 

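CDKN1A (ENSG00000124762) lies on chromosome 6 of GRCh37 from 36644305 to 36655116. Its FPKM was 48.8 in Luc, 83.6 in WT, 56.4 in 3NQ and 46.6 in the library labelled ΔTM, and its log2 ratio to Luc was 0.76, 0.21 and −0.064, respectively. Of the 500 genes nearest in expression, 0.80% differed between 3NQ and the library labelled ΔTM by as much as CDKN1A differed between WT and Luc, which describes the spread of these libraries and is not a test of the constructs.

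GADD45A (ENSG00000116717) lies on chromosome 1 from 68150744 to 68154021. Its FPKM was 23.4 in Luc, 36.8 in WT, 28.1 in 3NQ and 29.1 in the library labelled ΔTM, and its log2 ratio was 0.63, 0.25 and 0.30. The share of nearest genes with as large a difference was 1.0%. Its ratio in WT fell below the 1.5-fold threshold with a pseudocount of 5, to 0.56, and against the mean of both mutants, to 0.35.

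CDKN1C (ENSG00000129757) lies on chromosome 11 from 2904443 to 2907111. Its FPKM was 0.768 in Luc, 1.22 in WT, 0.726 in 3NQ and 0.826 in the library labelled ΔTM. On the scale with a pseudocount of 1, its log2 ratio in WT was 0.33, below the threshold, and 32.6% of the nearest genes differed as much between the mutants. With a pseudocount of 0.1, the ratio was 0.60 and passed the threshold.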

Based on this result, we confirmed the regulation of the cell cycle-related genes by N-glycosylation of KIAA1324 using quantitative real-time polymerase chain reaction (qRT-PCR) (Fig. 3D). The KEGG pathway analysis further corroborated these results showing that most cell cycle promoting genes were downregulated and cell cycle arresting genes including *CDKN1A* (coding Cip1), *CDKN1C* (coding Kip2), and *GADD45A* were upregulated in MKN28 cells expressing KIAA1324 (Supplementary Fig. 7). This data indicates that N-glycosylation of KIAA1324 is necessary for transcriptional regulation of cell cycle arrest.

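The boxes of Supplementary Fig. 7 were read as 63 cell cycle promoting genes, of which 62 passed the filter, and 10 arresting genes, of which 9 did. Of the promoting genes, 53 were below Luc in WT and 12 passed the 1.5-fold threshold, all of them in group F. Their median log2 ratio was −0.38 in WT and −0.16 in 3NQ, both below every random list, and −0.077 in the library labelled ΔTM (percentile 15.5). Against the mean of both mutants, the median in WT was −0.21. The arresting genes had a median of −0.091 in WT (percentile 21.2), −0.15 in 3NQ and −0.12 in the library labelled ΔTM, and 4 of the 9 were above Luc in WT. CDKN1A and GADD45A belonged to group B, CDKN1C passed no threshold, and CDKN2C belonged to group F. Against the mean of both mutants, the median of the arresting genes in WT was 0.10 (percentile 72.6), a change of direction.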

Next, we evaluated whether KIAA1324 arrests the cell cycle in gastric cancer cell lines through N-glycosylation. We found that the cell population in the G1 phase moved into the M/G2 phase in MNK28 expressing Luc, KIAA1324 3NQ, and KIAA1324 ΔTM (Fig. 3E). In contrast, the cell population in the G1 phase remained consistent in cells expressing KIAA1324 WT. This data indicates that KIAA1324 induced cell cycle arrest, but the cell cycle continues when the N-glycosylation of KIAA1324 is lost, suggesting that N-glycosylation is essential for KIAA1324-mediated cell cycle arrest.

### Gene regulatory network analysis identified key transcription factors for N-glycosylated KIAA1324-mediated anti-tumor activities

To identify key transcription factors for the tumor-suppressing effect of KIAA1324, we reconstructed gene regulatory networks (GRNs) with DEGs exclusive to KIAA1324 WT, and not in 3NQ and ΔTM. We reconstructed the GRNs using hypergeometric tests [27] based on the Encyclopedia of DNA element (ENCODE) and the SignaLink database [28]. The upregulated DEGs showed various enforced transcription factors’ networks including IRF3, TAL1, JUN, and FOXA (Fig. 4A), whereas the downregulated DEGs demonstrated dramatic network suppression of E2F1, a cell cycle progressor [29, 30], and NR2C2, a cancer-promoting orphan receptor [31–33] (Supplementary Fig. 8A).

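The ENCODE and SignaLink target sets were not used here, so the networks were followed through the genes legible in Fig. 4A. Of 41 such targets passing the filter, 34 belonged to group B, from which the paper drew them. Their median log2 ratio was 0.76 in WT, 0.24 in 3NQ and 0.047 in the library labelled ΔTM. The 22 transcription factors of the figure had a median of 0.058 in WT (percentile 82.2), 0.027 in 3NQ and −0.088 in the library labelled ΔTM. With an FPKM of at least 5 required, their median in 3NQ was −0.020. ATF3 and HNF4G belonged to group B, with log2 ratios of 0.70 and 0.61 in WT, which fell below the threshold with a pseudocount of 5, to 0.57 and 0.18.

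JUN (ENSG00000177606, chromosome 1 from 59246465 to 59249785) had an FPKM of 15.0 in Luc, 31.8 in WT, 24.6 in 3NQ and 18.3 in the library labelled ΔTM. Its log2 ratio was 1.04, 0.68 and 0.28, so that it was called higher in both WT and 3NQ and belonged to group A. Against the mean of both mutants, its ratio in WT was 0.56, below the threshold, and with a pseudocount of 5 its ratio was 0.88 in WT and 0.57 in 3NQ, so that it was called in WT only. A list of 22 immediate-early and AP-1 genes had a median of 0.40 in WT (above every random list), 0.17 in 3NQ (percentile 99.99) and 0.0062 in the library labelled ΔTM (percentile 90.2), where it changed sign with no filter on low values. KLF6 and NR4A2 of this list are also targets in the figure. IRF3 (ENSG00000126456) had a log2 ratio of −0.12 in WT and FOXA1 (ENSG00000129514) of 0.087. TAL1 and FOXA2 did not pass the filter, and their FPKM in WT was 0.011 and 0.299.

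E2F1 (ENSG00000101412) had an FPKM of 34.7 in Luc, 19.1 in WT, 25.5 in 3NQ and 33.4 in the library labelled ΔTM, and a log2 ratio of −0.83 in WT, −0.43 in 3NQ and −0.054 in the library labelled ΔTM. A list of 39 E2F targets, of which 19 are also DNA replication or cell cycle promoting genes, had a median of −0.42 in WT and −0.20 in 3NQ, both below every random list, and −0.072 in the library labelled ΔTM (percentile 29.8). NR2C2 (ENSG00000177463) had a log2 ratio of 0.14 in WT, −0.37 in 3NQ and −0.095 in the library labelled ΔTM.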

**Fig. 4:**
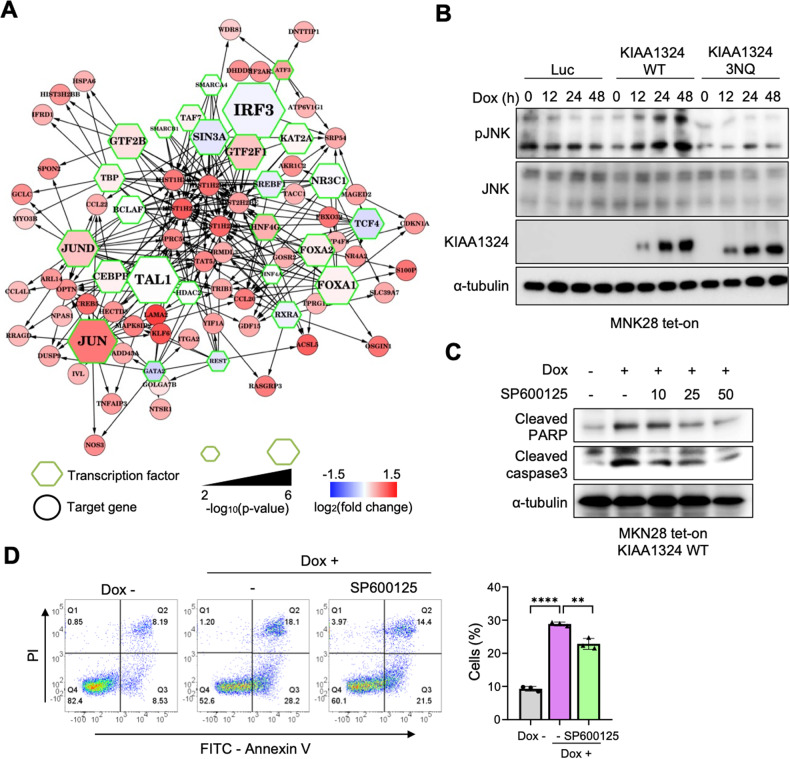
Gene regulatory network analysis identified key transcription factors and apoptosis induction through the JNK pathway mediated by N-glycosylation of KIAA1324. **A** Reconstructed gene regulatory networks for up-regulated DEGs exclusive to KIAA1324 WT, and not in 3NQ and ΔTM. **B** Immunoblot of JNK of the signaling pathway in MNK28 cells expressing KIAA1324 WT and 3NQ mutant. **C** Cleavage of caspase-3 and PARP was shown in immunoprecipitation assay performed by treating MKN28 cells harboring KIAA1324 WT with 0, 10, 25, and 50 µM of JNK inhibitor, SP600125. **D** Flow cytometry analysis of MKN28 cells harboring tet-on KIAA1324 WT treated for 36 h with 1 μg/mL doxycycline and JNK inhibitor, SP600125. The quantification of the early apoptotic cell population from a triplicate of samples is graphed. Mean ± SD, *n* = 3. **P < 0.01; ****P < 0.0001.

Furthermore, we constructed networks with the gene group exclusively up- or down-regulated in WT using Ingenuity Pathway Analysis (IPA) to confirm these results on independent software [34]. The IPA network 1 includes many up-regulated genes and Jnk as a hub protein (Supplementary Fig. 8B). This result is consistent with the GRN analysis result since Jnk is an upstream regulator of the c-Jun transcription factor found in the GRN analysis (Fig. 4A). Since JNK is known to be an apoptosis regulator [35–37], the IPA network 1 represents that the up-regulated transcription program by N-glycosylated KIAA1324 is associated with apoptosis via JNK protein. The IPA network 2 includes many down-regulated genes and E2F1 a hub protein, which is consistent with the GRN analysis result (Supplementary Fig. 8C). This GRN and IPA network analysis strongly supports that KIAA1324 mediated tumor regression and N-glycosylation is important in its functions.

Since MAPK signaling, including p38 and JNK, were involved in apoptosis and RNAseq data showed MAPK signal pathway in upregulated DEGs by KIAA1324 WT, we examined whether KIAA1324 activates MAPKs for KIAA1324-mediated apoptosis. 

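The FPKM measures transcripts and not the phosphorylation of kinases. A list of 16 JNK pathway genes had a median log2 ratio of 0.12 in WT (percentile 95.1), 0.090 in 3NQ (percentile 98.5) and −0.017 in the library labelled ΔTM (percentile 82.8). The last changed sign, to 0.044, when the libraries were rescaled by the median of ratios. With an FPKM of at least 5 required, the median in 3NQ fell inside the range of the random lists, to 0.085 (percentile 96.9). The running-sum score of the list in WT, −0.605 (percentile 1.0), lay outside the random lists, toward genes higher in WT. The score was −0.504 in 3NQ (percentile 2.8) and −0.297 in the library labelled ΔTM (percentile 17.5), both inside them. Only MAPK8IP2 of this list belonged to group B, and JUN belonged to group A. The genes of JNK1 and JNK2, MAPK8 (ENSG00000107643) and MAPK9 (ENSG00000050748), had log2 ratios of −0.23 and −0.11 in WT, and that of p38α, MAPK14 (ENSG00000112062), had −0.19. None of these 3 genes passed the threshold in WT. Against the mean of both mutants, the ratio of MAPK14 was 0.0045.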

The phosphorylation of JNK increased with the induction of KIAA1324 WT but not 3NQ (Fig. 4B). Next, to validate the involvement of the JNK pathway in apoptosis, a JNK inhibitor SP600125 was introduced to MKN28 cells expressing KIAA1324. SP600125 decreased the level of apoptosis markers, cleaved PARP, and cleaved caspase-3, in a dose-dependent manner (Fig. 4C). In addition, apoptosis was reduced by SP600125 in gastric cells expressing KIAA1324 WT (Fig. 4D). However, when other inhibitors of MAPKs such as U0126, an Erk inhibitor, and SB203580, a p38 inhibitor were introduced, they did not reduce KIAA1324-mediated apoptosis but rather increased apoptotic cell populations. Meanwhile, tunicamycin reduced KIAA1324-mediated apoptosis (Supplementary Fig. 9). These data demonstrate that KIAA1324 induces apoptosis through the JNK pathway with N-glycosylation.

### N-glycosylation is critical for the stability and localization of KIAA1324

Since N-glycosylation affects protein stability, localization, and binding affinity, we examined whether glycosylation of KIAA1324 is also involved in protein stability, localization, and binding affinity. To test the alteration of stability, protein levels of KIAA1324 WT and 3NQ were evaluated after we treated MNK28 expressing KIAA1324 WT and 3NQ with a protein synthesis inhibitor, cycloheximide (CHX). The half-life of the 3NQ mutant was shorter than that of WT (Fig. 5A). 3NQ mutant completely disappeared within 2 h whereas WT still maintained an 80% level. The expression of KIAA1324 3NQ mutant was restored in the presence of CHX by treatment with a proteasome inhibitor, MG132 (Fig. 5B). These data suggest that N-glycosylation of KIAA1324 is crucial for its stability by preventing it from proteasomal degradation.

**Fig. 5:**
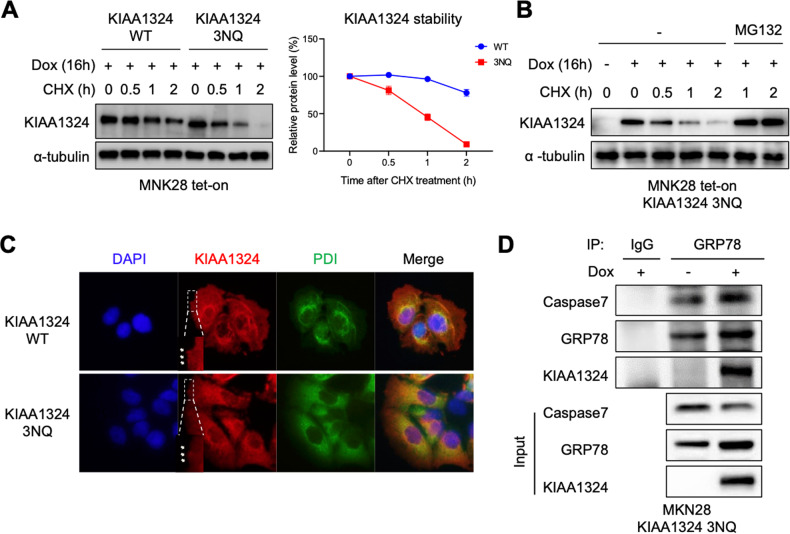
KIAA1324 glycosylation is critical for maintaining its stability, cell membrane expression, and inhibitory activity on GRP78-caspase7 interaction. **A** Protein half-life of MNK28 cells expressing KIAA1324 WT and 3NQ. Immunoblot showing KIAA1324 levels of cells treated with 1 μg/mL of doxycycline and 20 µM of CHX for indicated time. Mean ± SD, *n* = 3. *P < 0.05; **P < 0.01. **B** Immunoblot of MNK28 cells expressing KIAA1324 3NQ with CHX for the indicated time in the absence and presence of MG132. **C** Immunofluorescence assays were conducted using anti-KIAA1324, and anti-PDI antibodies in MKN28 cells harboring KIAA1324 WT and 3NQ. The nuclei were stained with DAPI. **D** Immunoprecipitation assay of interaction between GRP78 and caspase-7 was evaluated in MKN28 harboring tet-on KIAA1324 3NQ mutant after 24 h treatment of 1 μg/mL doxycycline.

Next, we examined the localization of the N-glycosylation site mutant of KIAA1324 in gastric cancer cells. Our previous study demonstrated the importance of the localization of KIAA1324 for apoptosis induction by showing that ΔTM abrogated its localization and functions. Immunofluorescence assay displayed that the cell surface level of KIAA1324 was diminished by 3NQ mutation compared with WT (Fig. 5C). This reduced membranous level of KIAA1324 3NQ might be attributed to decreased protein stability. Loss of fucosylation might also be involved in the altered cellular location of KIAA1324 as it was in HLA-DRB1 [23].

Previously, we demonstrated that KIAA1324 suppresses the antiapoptotic activity of GRP78 by interfering interaction of GRP78 with caspase-7 [13]. Therefore, we assessed whether N-glycosylation regulates the KIAA1324-mediated inhibitory effect on GRP78-caspase-7 interaction. We first examined the interaction between GRP78 and KIAA1324 mutants. Interestingly, 3NQ mutation interacted with GRP78 even stronger than WT (Supplementary Fig. 10). However, KIAA1324 3NQ induction did not affect GRP78 binding to caspase-7 despite its interaction with GRP78 (Fig. 5D). These results demonstrated that N-glycosylation is required for KIAA1324 to block the GRP78–caspase-7 interaction leading up to cell survival and antiapoptotic activity, thus inhibiting tumor formation by inducing apoptosis. Altogether, these data suggest that N-glycosylation is critical for the stability, cell surface localization, and protein regulatory activity of KIAA1324, resulting in its anti-tumor functions.

## Discussion

Most cancer-related proteins are regulated by PTMs, such as phosphorylation, SUMOylation, acetylation, ubiquitination, glycosylation, *etc*. PTMs play important roles in the protein activity involving the formation and progression of various cancers [3, 4]. PTMs largely influence and determine protein activity, intracellular distribution, stability, interaction, and life span. Understanding the phenotypes and mechanisms regulated by PTMs of cancer-associated proteins is necessary to increase targeted molecular therapy efficacy and diagnostic biomarker accuracy [38]. In this study, we demonstrated N-glycosylation is a functional PTM of KIAA1324 and revealed its importance in the biological functions and localization of KIAA1324 using in vitro and in vivo assays. RNAseq analysis identified novel targets of KIAA1324 through N-glycosylation, and cell cycle and apoptosis were confirmed as major biological processes regulated by KIAA1324. This study suggests that N-glycosylation of KIAA1324 must be considered to understand cancer development and to find a more precise diagnosis and prognosis method.

Fucosylation, a modification form of N-glycan, is crucial for cell adhesion, motility, and protein functions in cancer. Altered levels have been considered as a cancer biomarker, and targeting fucosyltransferase has been suggested as a promising cancer therapy [22]. Fucosylation enhances EGFR and TGFR signaling by regulating ligand binding affinity and cell membrane trafficking, inducing cancer cell proliferation and metastasis. Therefore, fucosylation inhibitors such as SGN-2FF have been developed for cancer therapy and are in clinical trials [39]. Meanwhile, fucosylation of HLA-DRB1 enhanced the anti-tumor effect by recruiting cytotoxic T cells in melanoma [23]. L-fucose treatment suppressed melanoma growth and enhanced anti-PD1 immunotherapy. In gastric cancer, fucosylation and Fut8, a main fucosyltransferase in cancer, were downregulated [24]. With Fut8 overexpression in gastric cancer cells, cell growth decreased. In our gastric cancer patients’ tissues, we found downregulated expression of Fut8 in cancer tissues compared to matched normal tissues in over 80% of patients (data not shown). These demonstrate that fucosylation may play a role as a tumor suppressive modification in gastric cancer. In this study, we found that KIAA1324 was fucosylated and inhibition of fucosylation blocked the anti-tumor activity of KIAA1324 (Fig. 2F, G, H). Taken together, these suggest that fucosylated KIAA1324 may be a crucial factor in fucosylation-mediated tumor suppression. Therefore, investigation of the specific role of fucosylation on KIAA1324 would be important to improve cancer therapy.

Mapping the network of DEGs by N-glycosylation of KIAA1324 implicated the regulations of various pathways through the control of transcription factors including IRF3, Jun, E2F1, and NR2C2 (Fig. 4A, Supplementary Fig. 8A). In this study, we demonstrated that JNK signaling, a well-known apoptotic signaling [35–37], was involved in KIAA1324-mediated apoptosis (Fig. 4B). However, we have yet to reveal the mechanism of KIAA1324-mediated JNK signaling regulation. In addition, although we confirmed cell cycle arrest by N-glycosylated KIAA1324, KIAA1324-mediated regulatory action in target genes was also not further investigated. Since IRF3, a tumor suppressor [40], and E2F1 [41] and NR2C2 [33], cancer promoters, have been reported to be important in cancer, investigation of the action of KIAA1324 in the regulation of these target genes is essential for understanding KIAA1324-related cancer development deeply. Identification of novel interacting partners and translocation to the functional area would reveal the mechanism of target genes’ regulation by KIAA1324 in further studies.

The role and functional structures of KIAA1324 have been characterized in various cancers and the pancreas [13–18]. In β-cells, the physical interaction of KIAA1324 with INSR-IGF1R occurs at the extracellular cysteine-rich domain. Loss of KIAA1324 leads to over-activation of INSR-IGF1R, increased β-cells proliferation, and increased glucose tolerance in vivo [18]. Since insulin/Akt signaling is strongly involved in cancer progression [42], KIAA1324-mediated regulation of insulin signaling may also suppress tumor development and invasion. In our previous study, we demonstrated that KIAA1324 binds to GRP78, an oncoprotein highly activated in various cancers, and regulates its antiapoptotic and cancer-promoting activities. When ER stress is present, GRP78 is translocated to the plasma membrane and onto the cell surface, where it promotes malignant tumorigenic properties and inhibits apoptosis signals of tumor cells through oncogenic PI3K/AKT signaling [13, 43]. In the cell membrane, KIAA1324 may regulate PI3K/AKT signaling by inhibiting GRP78 and INSR. Loss of N-glycosylation impaired the localization of KIAA1324 in the cell membrane (Fig. 5C). This might be one of the mechanisms by which the 3NQ mutation recovered cell proliferation even though the mutant bound to GRP78. Investigation of the detailed regulatory action of KIAA1324 between GRP78 and INSR would provide deeper insight into cancer progression and other diseases including diabetes.

N-glycosylation can alter the binding affinity between proteins. N-glycosylated PD-1 bound to PD-L1 strongly and signals immune suppression in T cells [11]. N-glycosylated VEGFR2 also interacted with galectin-1 and blocked the interaction between anti-VEGFR antibody and VEGFR2, leading to decreased efficacy of anti-VEGF cancer therapy [12]. On the other hand, N-glycosylation of PD-L1 inhibited GSK3β-mediated phosphorylation by avoiding interaction with GSK3β, reducing β-TrCP-induced ubiquitination, and extending half-life [9]. In this study, we found that KIAA1324 non-glycosylated mutant (3NQ) interacted with GRP78 strongly more than KIAA1323 WT (Supplementary Fig. 10). Since GRP78 controls many cancer-related proteins by physical interaction to promote cancer progression [44], we cannot exclude the possibility that GRP78 regulates KIAA1324 mutually. N-glycosylation of KIAA1324 might regulate the interaction with GRP78 and protect KIAA1324 from the control of GRP78 to induce tumor regression. In further studies, we could reveal the mutual action between GRP78 and KIAA1324.

In conclusion, our study demonstrated that the N-glycosylation of KIAA1324 is essential for the tumor suppressor to exert its antitumorigenic activities in inducing apoptosis and arresting the cell cycle via transcriptional regulation. For clinical impact, monitoring N-glycosylation of KIAA1324 would provide an efficacious method for the treatment and diagnosis of cancer. As N-glycosylation is a crucial element of tumor suppressor KIAA1324, other PTMs of KIAA1324 might also be identified and investigated in further studies.

## Material and methods

### Cell culture and transfection

Human gastric cancer cell lines, MKN28 and AGS, were acquired from the Korean Cell Line Bank. The cells were used within ten passages. All cell lines were cultured in RPMI1640 (WelGENE, Gyeongsangbuk-do, Republic of Korea, LM011-07) with 25 mmol/L HEPES (WelGENE, BB001-01), 10% FBS (WelGENE), 100 U/mL penicillin (WelGENE, LS202-02), and 100 mg/mL streptomycin (WelGENE, LS202-02). Cells were incubated at 37 °C with 5% CO2. Transfection agent FuGENE (Promega, Wisconsin, USA, E5911) was used to facilitate transfection.

### Plasmids, antibodies, and chemicals

KIAA1324 and its mutants were cloned into the pCMV-3HA vector (Clontech, California, USA) as previously described [13]. Asp (N) to Gln (Q) amino acid exchange mutation in putative N-glycosylation sites was performed by a DpnI-site directed mutagenesis method using mutagenic primers [21]. Anti-HA (Santa Cruz Biotechnology, Texas, USA, sc-7392) and anti-PARP (Santa Cruz Biotechnology, sc-8007), anti-caspase-3 (Cell Signaling Technology, Massachusetts, USA, #9662), anti-caspase-7 (Cell Signaling Technology, #9494), anti-phosphor-JNK (Cell Signaling Technology, #4668), anti-JNK (Cell Signaling Technology, #9252), anti-GRP78 (Abcam, Cambridge, United Kingdom, ab21685), anti-PDI, anti-β-actin (Abcam, ab8227), anti-KIAA1324 (Sigma, Missouri, USA, SAB2900912) and α-tubulin (Sigma, T5168) antibodies were used. 2F-Peracetyl-Fucose (Sigma, #344827), SP600125 (Sigma, S5567), SB203580 (Sigma, S8307), U0126 (Sigma, U120), tunicamycin (Sigma, T7765), and doxycycline (Sigma, #24390-14-5) chemicals were used.

### Establishment of gastric cancer cell lines expressing the *KIAA1324* gene

Stable MKN28 and AGS cell lines with doxycycline-dependent tetracycline-inducible (tet-on) KIAA1324 WT, KIAA1324 3NQ, and KIAA1324 ΔTM were established through a retroviral system. The human *KIAA1324* gene was cloned into the vector pCMV-3HA (Clontech), and the virus was produced by inserting 3HA-tagged KIAA1324 DNA into a retroviral vector, pRetroX (Clontech). MKN28 and AGS cells were infected with this virus and underwent 2 μg/mL G418 and puromycin selection.

### Cell viability assay

Cells were seeded at a density of 2 × 10^3^ cells/well for 96-well plates. To check cell viability, cells were incubated with MTT reagent (Sigma, M5655) at 37 °C and 5% CO_2_ for 4 h. After aspiration of supernatant, 100 μl DMSO was added, and the absorbance of colored solution was detected at 570 nm using SpectraMax L microplate reader (Molecular Devices, CA, USA) to quantify viability.

### Colony-forming assay

Cells were seeded at 5 × 10^3^ / well in 6-well plate density. After 10 days, the cells were fixed with 50% ethanol and stained with methylene blue. Image J software was used to quantify the cells.

### Transwell migration assay

For migration assay, 1 × 10^4^ cells were seeded in 8 μm pore membrane transwells (353097, Falcon, New York, USA). Cells were treated with 1 μg/ml doxycycline simultaneously. 24 h later, cells were stained using 0.05% Crystal violet solution (Sigma) and analyzed using Image J software.

### Tumor spheroid formation assay

1 × 10^3^ cells per well were seeded in a 96-well ultralow attachment plate (Corning, New York, USA, CLS7007). Cells were grown in RPMI 1680 supplemented with B27 (Gibco, New York, USA, 17504044), 20 ng/ml EGF (Gibco, PHG0311) and 20 ng/ml bFGF (Gibco, PHG0368), and 4 μg/ml heparin (Sigma) as described previously [45]. To induce the expression of KIAA1324, 1 μg/ml doxycycline was added. After 14 days, images were taken with a microscope and the number of spheroids with a diameter larger than 50 μm was quantified.

### Immunofluorescence Assay

Cells on the chamber slides were fixed with cold acetone at 4 °C for 5 min, blocked with 5% BSA for 1 h, and stained with DAPI, HA, or PDI antibody at 4 °C overnight. The cells were detected using Alexa Fluor 488 or 594-conjugated secondary antibody (Invitrogen). An EVOS M5000 fluorescence microscope (Thermo Fisher Scientific, Massachusetts, USA) was used to capture the immunofluorescence images.

### Immunoprecipitation and western blot analysis

Cells were harvested, washed twice with PBS, and lysed using lysis buffer with 20 mM HEPES (pH 7.5), 150 mM NaCl, 10% Glycerol, 5 mM EDTA, 1% Triton X-100, and protease inhibitor cocktail (Roche, Basel, Switzerland, 11836153001). For immunoprecipitation, the cell lysate was incubated overnight at 4 °C with indicated antibody. Dynabeads Protein G (Invitrogen, 10003D) was added and incubated for another hour. The proteins were washed four times with lysis buffer, eluted in SDS sample loading buffer, separated by SDS–polyacrylamide gel electrophoresis, transferred to polyvinylidene fluoride (PVDF) membrane (Millipore, Massachusetts, USA, IPVH00010), and blocked using 3% BSA (Millipore, C100860) for 1 h. The blots were incubated with appropriate primary antibodies overnight at 4 °C and horseradish peroxidase-conjugated secondary antibody for 1 h at room temperature. Then, they were detected using chemiluminescence (GE Healthcare Life Sciences, New Jersey, USA).

### Aleuria Aurantia Lectin detection

Western blots were were blocked using 3% BSA (Millipore, C100860) for 1 h at room temperature. They were incubated with Aleuria Aurantia Lectin (AAL), Biotinylated (Vector Laboratories, California, USA, B-1395-1) overnight at 4 °C and High Sensitivity Streptavidin-HRP (Biolegend, California, USA, 405210) for 1 h at room temperature. Then, they were detected using chemiluminescence (GE Healthcare Life Sciences, New Jersey, USA, RPN2235).

### Caspase activity assay

5 × 10^3^ cells per well were seeded in 96-well plates. After 24 h with or without doxycycline, Caspase-Glo 3/7 (Promega Corporation, Wisconsin, USA, G8090) assay was performed following the manufacturer protocol. Luminescence was detected by SpectraMax L luminescence microplate reader (Molecular Devices, California, USA).

### Annex V-positive cell population analysis

The EzWay Annexin V-FITC Apoptosis Detection Kit (KOMA Biotech, Seoul, Republic of Korea, K29100) was used according to the manufacturer protocol. Cells were trypsinized, washed twice with PBS, and stained by incubation in a binding buffer containing Annexin V-FITC and propidium iodide (PI). Then, they were analyzed using flow cytometry on the CELLQUEST program (Becton Dickinson, New Jersey, USA).

### Cell cycle analysis

To synchronize the cell cycle, cells were incubated in serum-free media for 24 h. And then, to start the cell cycle process, the media was replaced with serum-containing media. After 6 h, cells were trypsinized, washed twice with PBS buffer (pH 7.4), and fixed in cold 70% ethanol at 4 °C for 30 min. Then, they were washed twice and resuspended in PBS (with 0.1% Triton X-100, 5 μg/ml propidium iodide, and 50 μg/ml ribonuclease, A) ensuring only DNA staining. Flow cytometry analysis was conducted through the CELLQUEST program (Becton Dickinson). A total of 10,000 cells were counted.

### Mice

The in vivo experiments were performed on 6–8 weeks old BALB/c-nude female athymic nude mice of body weight 17–22 g (Orient Bio, Seongnam, Korea). The experiments were conducted in accordance with the CHA Hospital Animal Care and Use Committee standard (IACUC120021). Mice were anesthetized by isoflurane (JW Pharmaceutical Corporation, Seoul, Korea), and 1 × 10^6^ cells were injected into the flank of mice subcutaneously with matrigel (BD Sciences). Tumor sizes were measured using a vernier caliper and tumor volume was calculated using the traditional formula (sagittal dimension (mm) × (cross dimension (mm))^2^/2).

### RNA sequencing

RNA quality was assessed by analysis of rRNA band integrity on an Agilent RNA 6000 Nano kit (Agilent Technologies, California, USA). Ahead of cDNA library construction, the 1ug of total RNA and magnetic beads with Oligo (dT) were used to enrich poly (A) mRNA from it. Then, the purified mRNAs were disrupted into short fragments, and the double-stranded cDNAs were immediately synthesized. The cDNAs were subjected to end-repair, poly (A) addition, and connected with sequencing adapters using the TruSeq RNA sample prep Kit (Illumina, California, USA). The suitable fragments that were automatically purified by BluePippin 2% agarose gel cassette (Sage Science, Massachusetts, USA) were selected as templates for PCR amplification. The final library sizes and qualities were evaluated electrophoretically with an Agilent High Sensitivity DNA kit (Agilent Technologies and the fragment was found to be between 350–450 bp. Subsequently, the library was sequenced using an Illumina HiSeq2500 sequencer (Illumina).

### Transcriptome data analysis

Sequenced reads were filtered using the following criteria; reads containing more than 10% of skipped bases (marked as ‘N’), reads containing more than 40% of bases whose quality scores are less than 20 and reads whose average quality scores are less than 20. Filtered reads were mapped to the human genome GRCh37 (Ensemble release 72) using Tophat [46]. Gene expression levels were measured with Cufflinks v2.1.1 [46] using the gene annotation database of Ensembl release 72. Non-coding gene regions were removed with the mask option. To improve the accuracy of measurement, multi-read-correction, and frag-bias-correct options were applied. All other options were set to default values. DEGs were identified using Cuffdiff with default parameter setting with a significance of *p*-value < 0.05.

### Principal component analysis (PCA) with a published RNAseq data

We performed PCA on the union of the 8 DEG groups (Fig. 3A) on the new RNAseq data along with our previously published RNAseq data from the 18 gastric cancer cell lines, 18 gastric cancer tissue samples, and 16 normal gastric tissue samples [25, 26]. For the normalization between samples, we used scaled (z-transformed) log2 fragments per kilobase per million (FPKM). For the PCA, we used “pca” function implemented in MATLAB2020a.

### Gene set enrichment analysis

Enrichr [47], an enrichment analysis tool, was used to investigate the enriched GO terms and KEGG pathways for each gene group. We also run a gene-sorting-based enrichment analysis tool, Gene Set Enrichment Analysis (GSEA) [48] for cross-validation.

### Network analysis

We reconstructed the GRNs using the same strategy as our previous paper [27]. The GRN reconstruction method uses hypergeometric tests between a DEG group and a target gene group for a transcription factor (TF). The significant TFs were obtained with two criteria; *p*-value < 0.01 and the number of intersections between a DEG group and a target gene group >1. The target gene group for each TF was obtained from the Encyclopedia of DNA element (ENCODE) [49] and the SignaLink database [28]. We also used Ingenuity Pathway Analysis (IPA) [34] for the network construction.

### qRT-PCR

Cellular RNA was isolated using easy-BLUE Total RNA extraction kit (#17061, Promega) according to the manufacturer manual. A total of 1 μg of RNA and M-MLV reverse transcriptase (M1705, Promega) was used for reverse transcription. Synthesized cDNA was amplified with specific primers and TOPreal qPCR 2xPreMIX (RT500M, Enzynomics, Daejeon, Republic of Korea) and measured quantitatively using Viia 7 real-time PCR device (Applied Biosystems).

### Public data analysis

Survival benefit of various cancer patients according to KIAA1324 expression level was evaluated using a public web-based tool (Kaplan Meier plotter) [50].

### Statistical analyses

Quantitative data are presented as the mean value ± standard deviation. GraphPad Prism version 9 (GraphPad Software Inc.) was used to perform Student’s *t* tests and one-way ANOVA. Significance was determined by *P*-value: *P < 0.05; **P < 0.01.

## Supplementary information

Supplementary Figures

Reproducibility Checklist

## Data Availability

The raw data for RNA sequencing generated in this study have been deposited in the NCBI GEO database under accession code GSE239904.

# Supplementary material for: N-linked glycosylation is essential for anti-tumor activities of KIAA1324 in gastric cancer
**Source:** Cell Death Dis. 2023 Aug 23;14(8):546. doi: 10.1038/s41419-023-06083-6
**Supplement:** Supplementary file 1 — Supplementary Figures

**N-linked glycosylation is essential for anti-tumor activities of KIAA1324 in gastric cancer**

Rebecca Yun^1,2,#^, Eunji Hong^1,3,#^, Junil Kim^4,#^, Bora Park^5^, Staci Jakyong Kim^6^, Bona Lee^7^, Yong Sang Song^2,8^, Seong-Jin Kim^1,9^, Sujin Park^1*^, and Jin Muk Kang^10*^

^1^GILO Institute, GILO Foundation, Seoul 06668, Republic of Korea, ^2^Interdisciplinary Program in Cancer Biology, Seoul National University, Gwanak-gu, Seoul 08826, Republic of Korea, ^3^Department of Biomedical Science, College of Life Science, Sungkyunkwan University, Suwon, Gyeonggi-do 16419, Republic of Korea, ^4^School of Systems Biomedical Science, Soongsil University, Seoul 06978, Republic of Korea, ^5^WellSpan York Hospital Family Medicine Residency Program, York, Pennsylvania, USA, ^6^International Institute for Integrative Sleep Medicine, University of Tsukuba, Tsukuba, Japan, ^7^Case Western Reserve University School of Medicine, Cleveland, OH, United States, ^8^Department of Obstetrics and Gynecology, College of Medicine, Seoul National University, Seoul, Republic of Korea, ^9^Medpacto Inc., Seoul 06668, Republic of Korea, ^10^Department of Pediatric Hematology & Oncology, University Hospitals Cleveland Medical Center, Cleveland, Ohio, USA,

**Supplementary Fig. 1. KIAA1324 is a favorable prognostic marker in various cancer patients**

Graphs of the public datasets showed an association between KIAA1324 expression level and breast, lung, or ovarian cancer patients’ overall survival, relapse-free survival, or distant metastasis-free survival.

**Supplementary Fig. 2. Mutation of putative N-glycosylation sites in KIAA1324**

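KIAA1324 has 22 exons on chromosome 1 of GRCh37, and its protein of 1013 amino acids holds 9 asparagines in the sequence N-X-S/T that N-glycosylation requires, where X is any amino acid but proline. These are residues 153, 390, 391, 404, 544, 576, 672, 717 and 947. The 3NQ construct replaces 3 of them. All 3 codons lie in coding exons on the plus strand. N153 is encoded by AAC in exon 3, from 109707303 to 109707305, and starts the sequence NCT. The genomic reference with 15 bases on each side is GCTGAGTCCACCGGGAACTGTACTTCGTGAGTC, and it runs past the end of the exon at 109707313. N404 is encoded by AAT in exon 9, from 109730967 to 109730969, and starts the sequence NGS. The reference around it is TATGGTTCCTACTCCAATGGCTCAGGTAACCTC, which runs past the end of the exon at 109730976. N672 is encoded by AAC in exon 15, from 109737109 to 109737111, and starts the sequence NFS, within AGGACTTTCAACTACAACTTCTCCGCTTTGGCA. The deposited RNAseq values are given per gene, so that the replaced codons cannot be read from them.

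**Figure D2:**
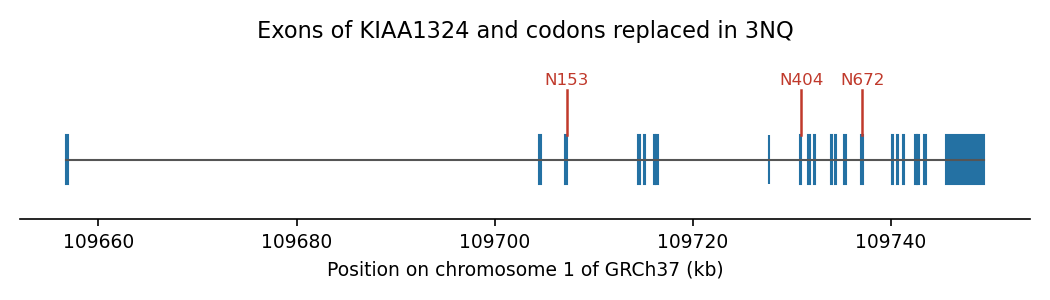
Position on chromosome 1 of GRCh37 (kb, horizontal axis) of the 22 exons of KIAA1324 (blue boxes, UTRs included) and of the 3 asparagine codons replaced in 3NQ (red lines). The codons lie in exons 3, 9 and 15.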

A) Schematic diagram of N-glycosylation loci of KIAA1324 at amino acids 153, 404, 672, asparagine (N) replaced with glutamine (Q). B) Immunoblot of KIAA1324 with one, two, or all three loci with NQ mutations.

**Supplementary Fig. 3. 2F-Fuc reduced KIAA1324-induced apoptosis**

Flow cytometry analysis of MKN28 cells harboring tet-on KIAA1324 WT treated with 1 μg/mL of doxycycline and 25uM of 2F-Fuc for 24 h.

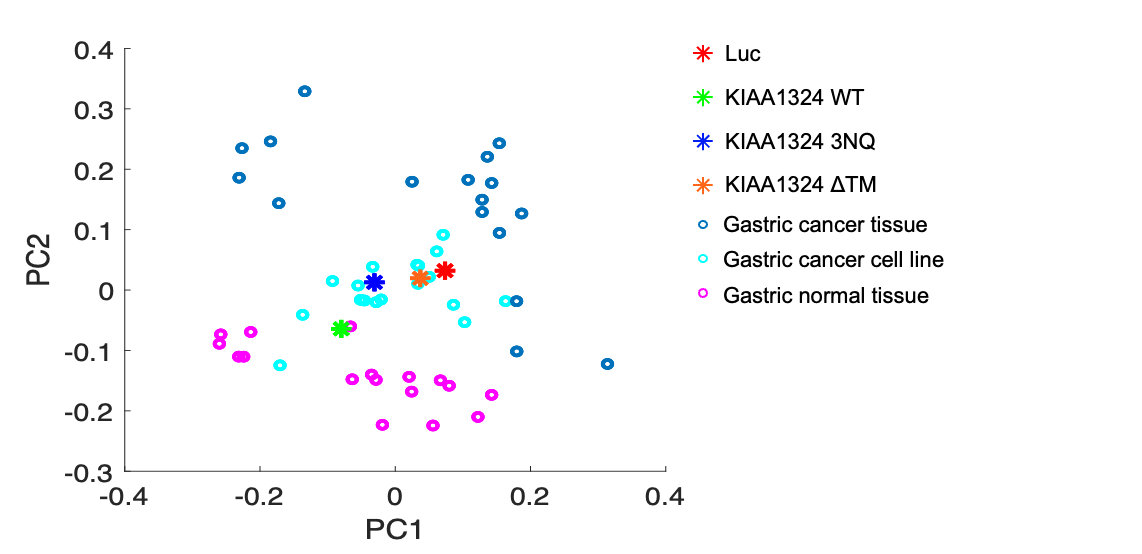

**Supplementary Fig. 4. Non-glycosylated mutation recovered KIAA1324-induced transcriptome changes**

PCA representation of RNAseq data for each Luc, KIAA1324 WT, 3NQ, and ΔTM group with a published dataset (gastric cancer cell lines, cancer tissue, and normal tissue).

**Supplementary Fig. 5.** **Enriched GO terms, and KEGG pathways for each DEG group.**

Group A are DEGs up-regulated in KIAA1324 WT and (3NQ or ΔTM). Group B are DEGs up-regulated only in WT. Group C are DEGs up-regulated only in 3NQ, Group D are DEGs up-regulated only in ΔTM. Group E are DEGs down-regulated in WT and (3NQ or ΔTM). Group F are DEGs down-regulated only in WT. Group G are DEGs down-regulated only in 3NQ, and Group H are DEGs down-regulated only in ΔTM.

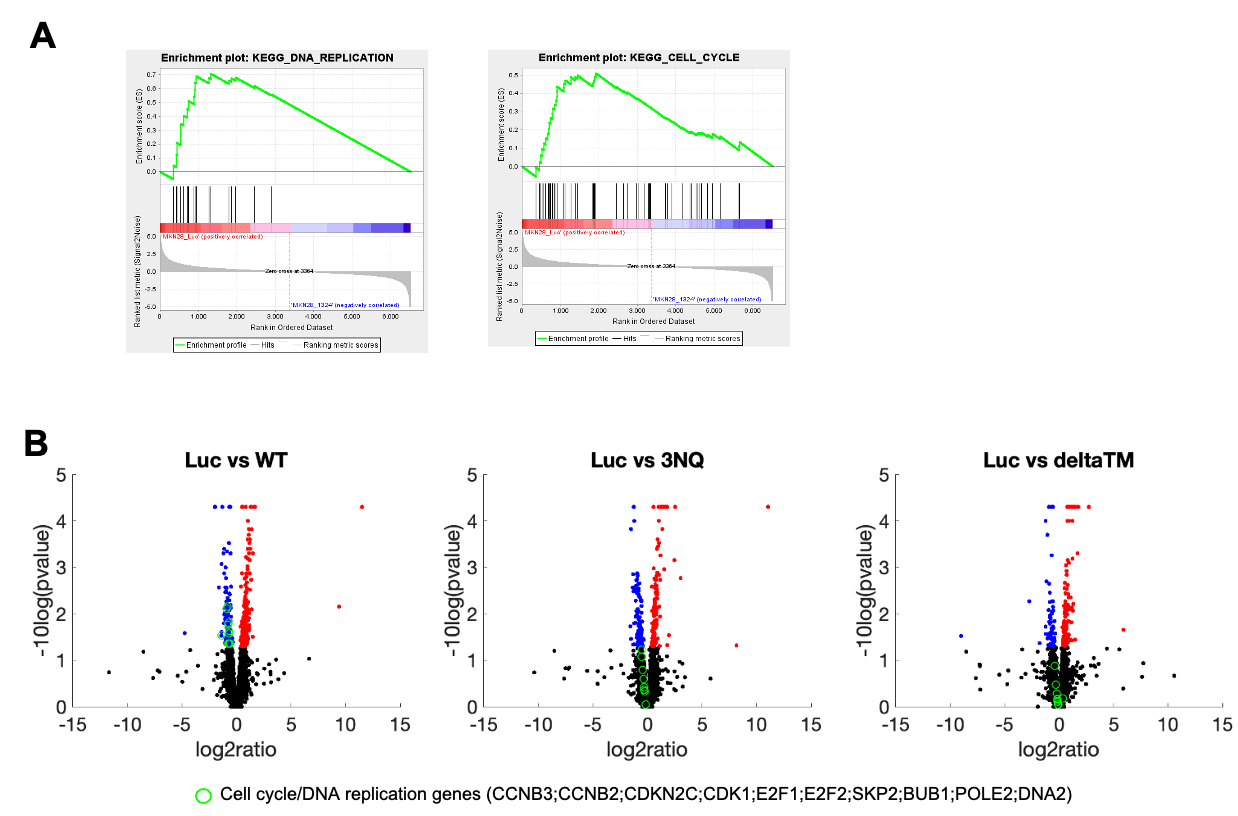

**Supplementary Fig. 6. KIAA1324 suppressed transcription of DNA replication and cell cycle-related genes**

A) Gene set enrichment analysis (GSEA) results were generated of the DNA replication and cell cycle pathway. B) Volcano plots of the DEGs in MKN28 harboring KIAA1324 WT, 3NQ, and ΔTM in comparison to negative control Luc. The blue, red, and green dots indicate the down-regulated genes, up-regulated genes, and cell cycle-related genes, respectively.

**
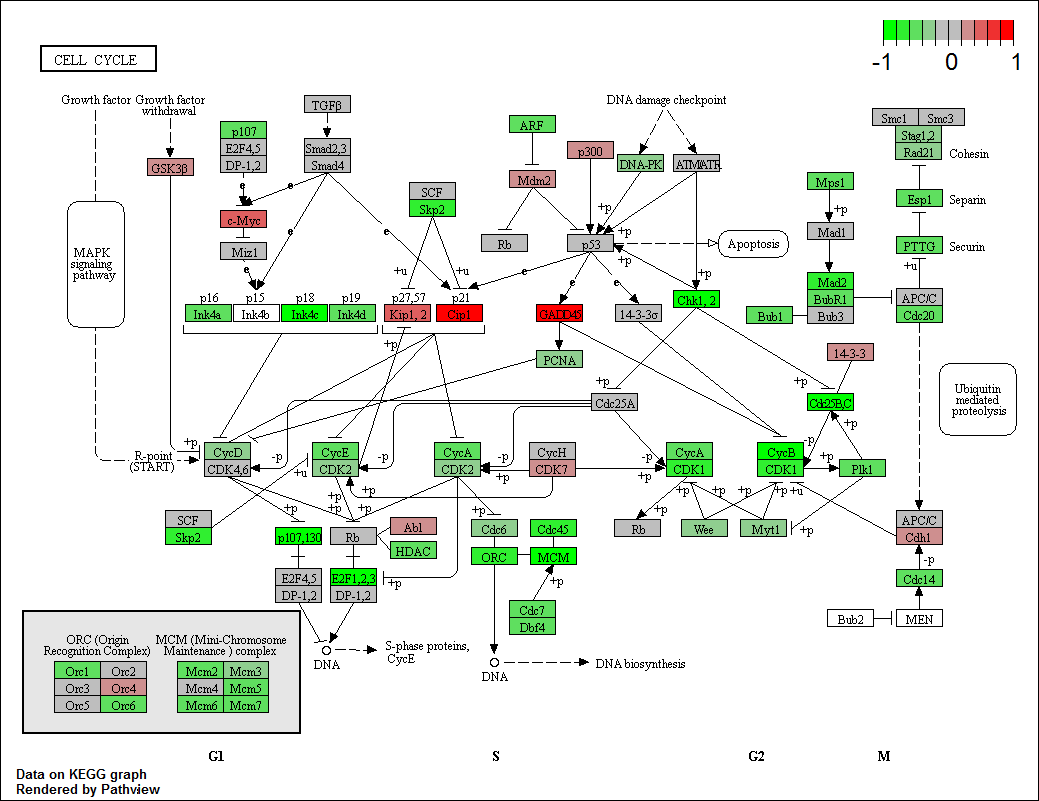
**

**Supplementary Fig. 7.** **Network of DEGs in KIAA1324 WT expressing MKN28 cells on KEGG graph rendered by Pathview.**

**Supplementary Fig. 8. Effectors regulated by N-glycosylated KIAA1324**

A) Reconstructed gene regulatory networks for down-regulated DEGs exclusive to KIAA1324 WT, and not in 3NQ and ΔTM. B) Network and regulatory effector affected by glycosylated KIAA1324-regulated genes. Ingenuity Pathway Analysis (IPA) visualized two networks with the gene group exclusively up-regulated or C) down-regulated in KIAA1324 WT not in 3NQ and ΔTM.

**Supplementary Fig. 9. Inhibition of Erk and p38 did not affect KIAA1324-mediated apoptosis**

Flow cytometry analysis of MKN28 cells harboring tet-on KIAA1324 WT treated for 36 h with 1 μg/mL doxycycline and an inhibitor: tunicamycin, U0126, or SB203580. Annexin V–positive and PI-negative populations signify early apoptotic cells. The quantification of the early apoptotic cell population from a triplicate of samples is graphed. Mean±SD.

**Supplementary Fig. 10. Loss of N-glycosylation did not block KIAA1324-GRP78 interaction**

Immunoprecipitation assay was performed in MKN28 cells harboring tet-on KIAA1324 WT, 3NQ, and ΔTM after 24 h treatment of 1 μg/mL doxycycline.

**
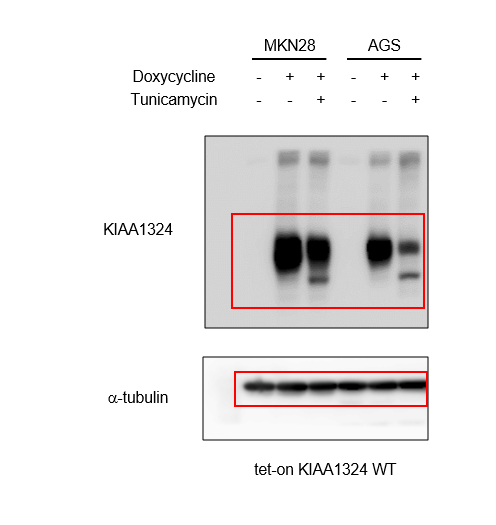
**

**Figure 1B.** **Original full length western blots**

**Figure 2F.** **Original full length western blots**

**
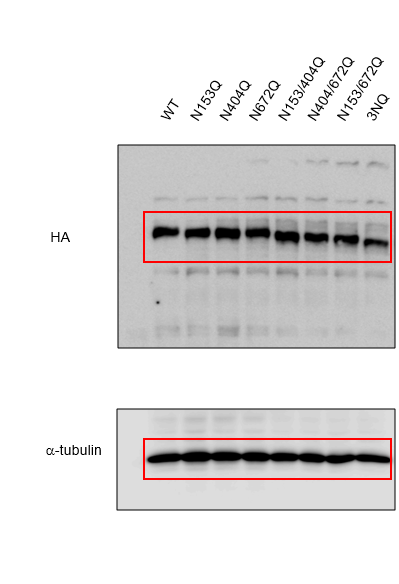
**

**Supplementary Figure 2B.** **Original full length western blots**

**
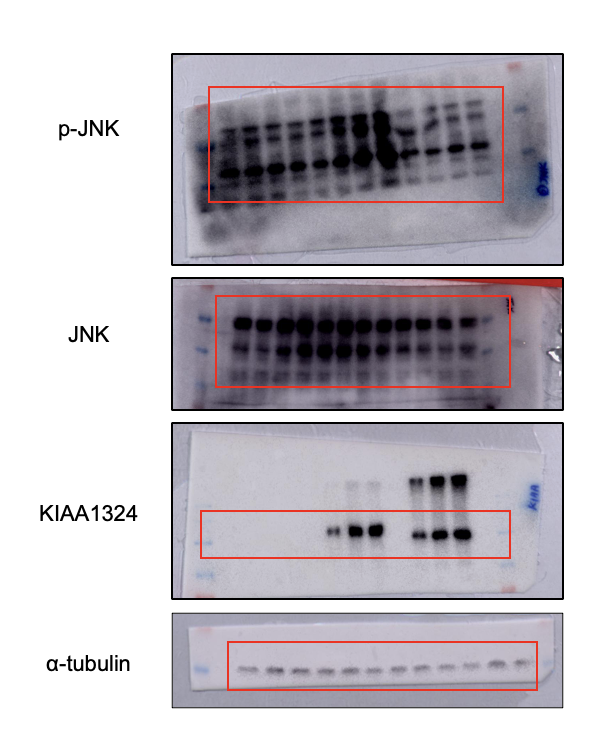
**

**Figure 4C.** **Original full length western blots**

**
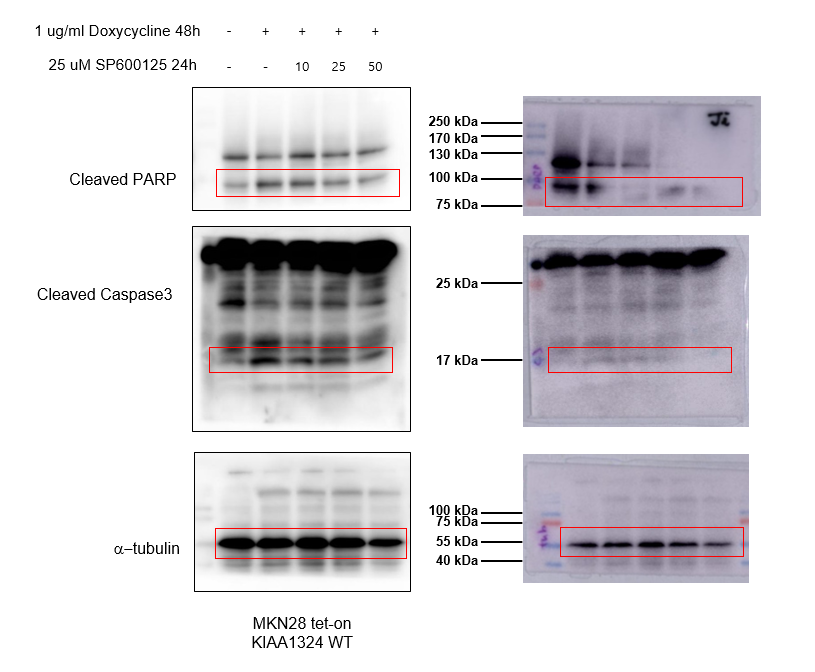
**

**Figure 4D.** **Original full length western blots**

**
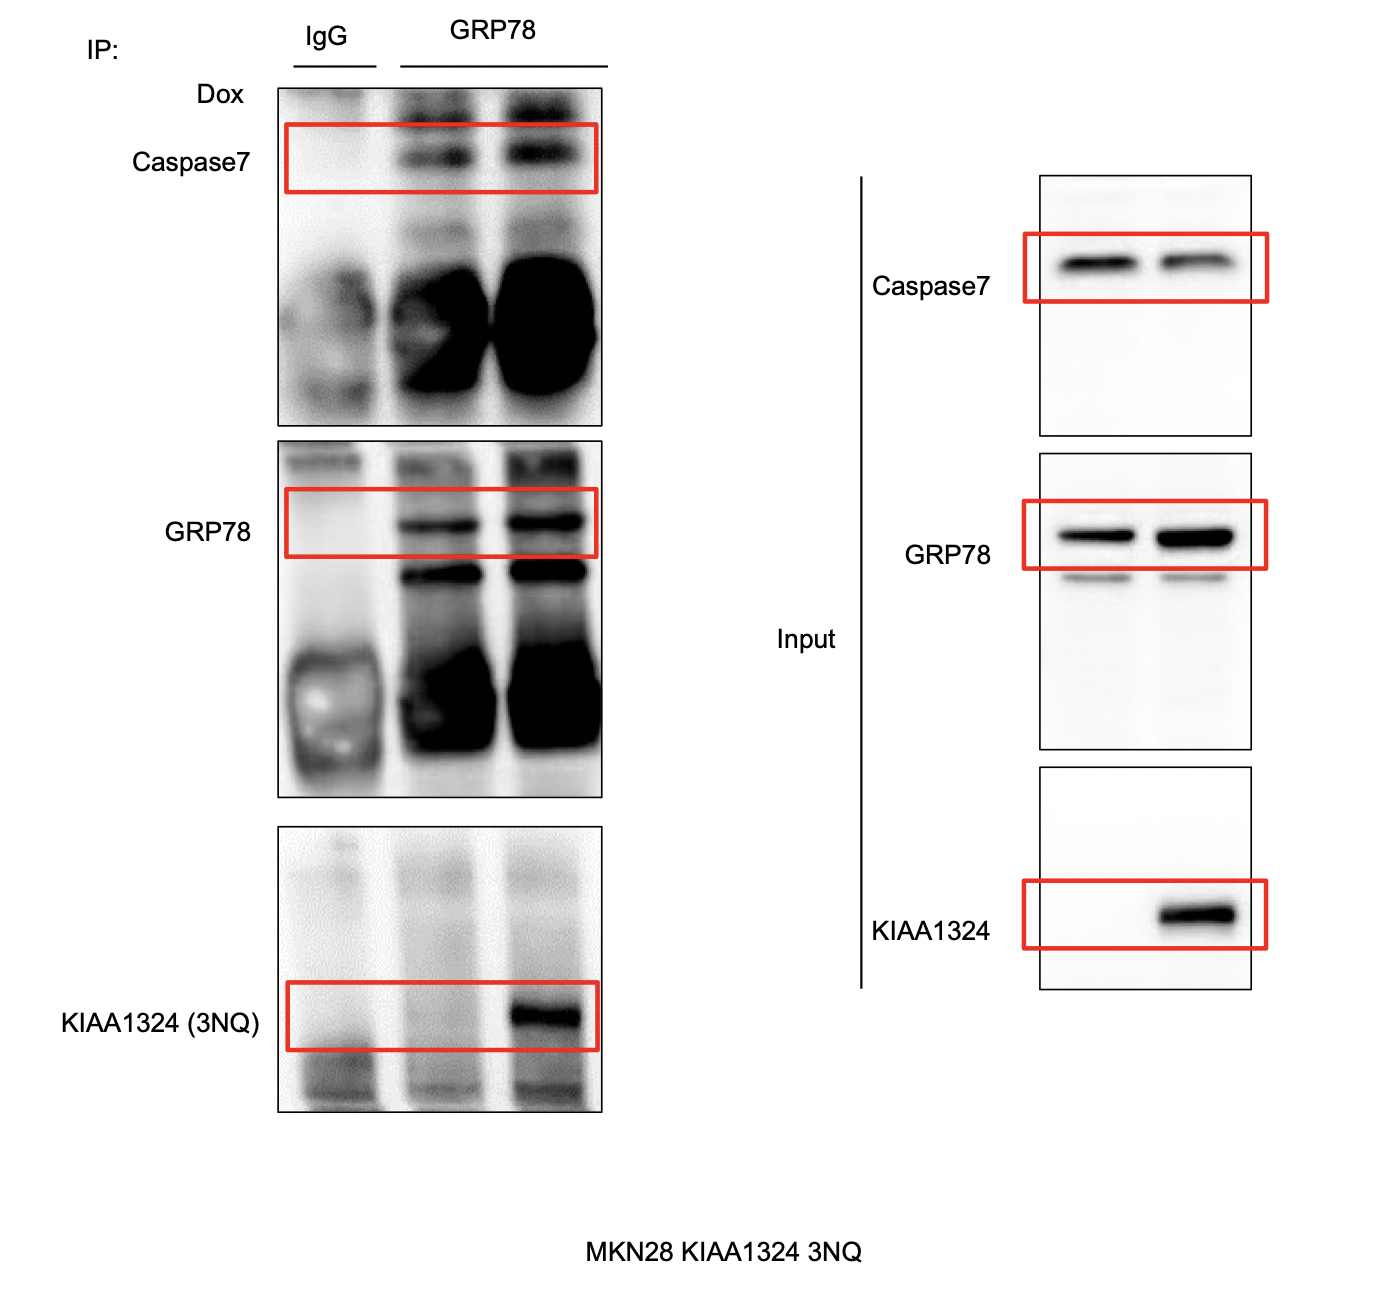
**

**Figure 4F.** **Original full length western blots**

**
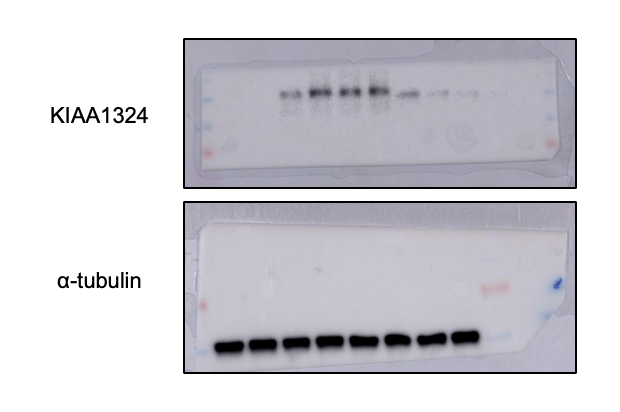
**

**Figure 5A.** **Original full length western blots**

**
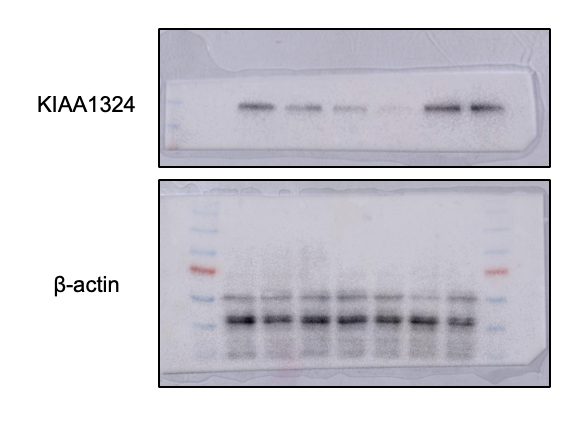
**

**Figure 5B.** **Original full length western blots**

How the deposited data were processed for this re-analysis (not part of the article)

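The RNAseq experiment holds 1 library each of MKN28 cells expressing Luc, KIAA1324 WT, 3NQ or ΔTM. The authors enriched poly(A) RNA, prepared libraries with a TruSeq kit and sequenced them on a HiSeq2500. They removed reads with many undetermined or low-quality bases, mapped the rest to GRCh37 with Tophat and estimated the expression of Ensembl genes with Cufflinks (version 2.1.1), masking non-coding regions and correcting for multi-mapped reads and fragment bias. The deposited FPKM values are therefore already scaled for library size and gene length by the authors. The deposited table holds 23362 known coding genes, and 166 entries repeat the symbol of another entry, in which case the entry with the higher mean FPKM was used for a list or a named gene. The authors called differentially expressed genes with Cuffdiff at a p-value threshold, but the table holds neither those calls nor read counts. The depth of each library is unknown, no interval for a single FPKM could be given, and a listed FPKM of 0 can be a failed estimate. Genes at 0 numbered 6825 in Luc, 6903 in WT, 6624 in 3NQ and 6887 in the library labelled ΔTM. The 10 most abundant genes took 8.37%, 8.94%, 10.8% and 6.72% of the summed FPKM in the same order.

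From the FPKM, log2 ratios to Luc with a pseudocount of 1 were computed with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3. The planned use of the authors' p-values was replaced by a fold threshold, as the design provided for a table of FPKM alone. Genes called against Luc were placed in groups A to H by the rule of Supplementary Fig. 5. There were no replicates, so no test across conditions was made. The spread between libraries was described by the ratio of 3NQ to the library labelled ΔTM, the only pair of mutants, among the 500 genes nearest in mean expression. That spread includes any difference between these mutants.

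The samples, the design, the main threshold, the alternatives and 18 gene lists were fixed before the data were examined. The lists were DNA replication, cell cycle promoting and arresting genes (Supplementary Fig. 7), the genes named in Supplementary Fig. 6B, targets and transcription factors legible in Fig. 4A, E2F targets, mitotic genes, p53 targets, immediate-early and AP-1 genes, NF-kappa B targets, interferon response, unfolded protein response, NRF2 targets, pro-apoptotic, anti-apoptotic, JNK pathway and histone genes. Lists not read from a figure were written from general knowledge, since no pathway database was used here. Another 4 lists, of lysosomal genes, Golgi genes, the ATF4 branch and endoplasmic reticulum chaperones, were added after the data were seen. Each list's median was placed among 10000 random lists of the same size, matched on 20 bins of mean expression. A median below percentile 2.5 or above percentile 97.5 was taken as outside the random lists, as a description of these libraries only. The genes named singly were KIAA1324, those that the results, the discussion, Fig. 4A or Supplementary Figs. 6B and 7 name, and the 5 highest and 5 lowest ratios among genes changed only in WT with an FPKM of at least 5 in a library. Single values of 2 genes that the results name are not given. Any other gene was chosen after its values were seen.

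Comparisons that share Luc were set beside 100 simulations in which no gene changed. The calls and list percentiles were tested on simulated data with 200 of 11769 genes changed, of which 99.5% were called, while 0.916% of the unchanged genes were called, and 97.0% of 200 unchanged lists lay inside the 2.5 to 97.5 percentiles. The noise of that test followed a normal distribution, and the simulations with the observed spread gave more false calls, so that it checks the steps and does not give the rate of false calls in these libraries. The alternatives were a 2-fold threshold, pseudocounts of 0.1 and 5, no filter on low values, an FPKM of at least 5, rescaling by the median of ratios or the upper quartile, the mean of both mutants as the control, lists without the genes the paper names, WT-only genes that also pass the threshold against each mutant, Spearman's correlation, and distances over groups C, D, G and H. Removal of the trend with GC content and transcript length, available for 11085 of the 11769 genes, removal of KIAA1324, and a pseudocount of 5 for the calls and groups were added after seeing the data. Transcript GC content and length, the exons and the N-glycosylation codons were taken from the GENCODE annotation on GRCh37 with Biopython 1.88, and figures were drawn with matplotlib 3.10.9.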

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

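The tests of a shift in scaling, of an unusual Luc library, of glucose shortage and of GC content and length were chosen only after the results were seen. The lists concerned are not among the pathways that the paper reports from its RNAseq, although it names lysosomal degradation, endoplasmic reticulum stress and some of the genes, and each had a median above the range of the matched random lists in at least 1 construct. A shift of the whole WT library by scaling is argued against for all of them, since the median log2 ratio of all genes in WT was −0.0049. With 1 culture per construct, a difference between cultures or library preparations remains open for every list.

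The 23 genes of the unfolded protein response had a median log2 ratio to Luc of 0.32 in WT, 0.89 in 3NQ and 0.92 in the library labelled ΔTM, each above every random list. HSPA5, which codes GRP78, had an FPKM of 318 in Luc, 521 in WT, 1114 in 3NQ and 1028 in the library labelled ΔTM, or log2 ratios of 0.71, 1.80 and 1.69. Of the 70 genes called in the same direction in both mutants but not in WT, 9 belong to this list, namely CRELD2, DNAJB11, HSP90B1, HYOU1, MANF, PDIA4, PDIA6, SDF2L1 and SEL1L, which were singled out after their values were seen. The 12 endoplasmic reticulum chaperones of the list had medians of 0.23, 1.24 and 1.30. The median of all genes in the library labelled ΔTM, −0.060, argues against a shift in scaling. The list in WT was −0.37 against the mean of both mutants, below every random list, whereas an unusual Luc library would raise WT as much as the mutants, which argues against it as the whole cause of the rise in the mutants. The 0.32 in WT need not be a rise that all 3 constructs share in full. Of the 8 genes of the list called higher in WT, 7 belonged to group A, higher in a mutant too, HSPA5 among them. CHAC1 belonged to group B. In WT, 16 of the 23 genes were above Luc and 7 below. The 6 genes of the ATF4 branch had a median of 0.58 in WT, against 0.015 in the library labelled ΔTM. For any part that is shared, an unusual Luc library and a change in each construct cannot be told apart. Removal of the trend with GC content and length left 0.93 in 3NQ. Amino acid shortage would raise the 6 genes of the ATF4 branch at least as much as the chaperones, but their median was 0.30 in 3NQ (percentile 99.9) and 0.015 in the library labelled ΔTM, while it was 0.58 in WT. Glucose shortage raises the chaperones as misfolded protein does, so that on their 1.24 in 3NQ the 2 cannot be told apart. Misfolding of the non-glycosylated protein in 3NQ and a difference between the cultures cannot be told apart either. The median of 0.89 in 3NQ is the rise itself, and the library labelled ΔTM, where KIAA1324 was listed at 0, rose as much.

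The 22 p53 targets had a median of 0.18 in WT (percentile 99.7), 0.015 in 3NQ and −0.088 in the library labelled ΔTM. CDKN1A, GADD45A, GDF15 and SESN2 belonged to group B, and the paper had picked the first 3 from these libraries. Without the genes the paper names in its text, the median in WT was 0.092 (percentile 91.4), and with a pseudocount of 5 it was 0.096 (percentile 97.4), both inside the random lists. The median against the mean of both mutants was 0.31 and argues against an unusual Luc library, and the median of 0.18 after removal of the GC and length trend argues against that trend. The signal rests in part on genes the study selected. A higher p53 programme in WT may be proposed only as a hypothesis.

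The 17 NRF2 targets had a median of 0.30 in WT, above every random list, 0.098 in 3NQ (percentile 98.9) and 0.021 in the library labelled ΔTM (percentile 91.7). GCLC and OSGIN1 of this list are also targets in Fig. 4A. The GC and length trend is argued against by 0.33 in WT after its removal. The median against the mean of both mutants was 0.11 (percentile 95.6), so that a change in WT and an unusual Luc library cannot be told apart, because 3NQ was also above Luc.

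The 26 interferon response genes had a median of 0.11 in WT (percentile 98.5), −0.019 in 3NQ (percentile 62.7) and 0.020 in the library labelled ΔTM (percentile 96.4). With no filter on low values, the median in WT was 0.023 (percentile 89.1), and with an FPKM of at least 5 it was 0.20 (percentile 99.99). After removal of the GC and length trend it was 0.12, which argues against that trend. Against the mean of both mutants it was 0.090 (percentile 91.3), and an unusual Luc library and a small change in WT cannot be told apart on this value.

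The 32 histone genes had a median of 0.23 in WT, 0.17 in 3NQ and 0.29 in the library labelled ΔTM (percentiles 99.97, 99.99 and 100). The size of the median in WT depended on the filter, at 0.0095 with no filter on low values and 0.98 with an FPKM of at least 5, and stayed above nearly all random lists in both cases. A low value in the Luc library is a candidate explanation, since the median in WT against the mean of both mutants was 0.083 (percentile 80.5), inside the random lists. HIST2H2BE and HIST3H2BB of this list are also targets in Fig. 4A. The test of GC content and length was void, because only 23 of the 32 genes could be matched to a transcript. Histone genes are near-identical copies whose reads the authors' counting may have split, and most of their transcripts lack poly(A) tails, neither of which was tested.

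Lysosomal and Golgi genes were noticed among those higher only in WT, and lists of other such genes were then written and tested. The 39 lysosomal genes had a median of 0.11 in WT (percentile 99.5), −0.094 in 3NQ (percentile 4.5) and −0.12 in the library labelled ΔTM (percentile 1.9). The 41 Golgi genes had a median of 0.34 in WT and 0.17 in 3NQ, both above every random list, and of 0.0096 in the library labelled ΔTM (percentile 97.4). ACBD3, ARF4, COPB2, COPG1, GOLGA2, GOLGA3, GOLGB1, SEC24D, SEC31A and YIPF5 belonged to group B, 10 genes where the random lists had 0.593 on average, whereas of the lysosomal genes only FLCN and FNIP1 did, 2 where the random lists had 0.672 (percentile 91.2). Neither list shares a gene with the other lists or with the genes the study picked. Against the mean of both mutants, the medians were 0.27 for lysosomal and 0.20 for Golgi genes, which argues against an unusual Luc library as the whole cause. After removal of the GC and length trend they were 0.11 and 0.36. Higher lysosomal and Golgi programmes in cells expressing KIAA1324 WT are therefore consistent with these tests as hypotheses, at 0.11 and 0.34, and the state of the single WT culture stays open.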

How the results depend on the processing

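The removal of the trend with GC content and length, the removal of KIAA1324 and the use of a pseudocount of 5 for the calls were chosen only after the results were seen. The alternatives that use the authors' p-values or q-values could not be run, since the deposited table holds none, and leaving out a replicate was not possible with 1 library per construct. No paired analysis was possible because each construct has 1 library.

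Under each alternative run for it, the DNA replication list in WT stayed between −0.40 and −0.23, the cell cycle promoting list between −0.39 and −0.21, E2F targets between −0.44 and −0.30 and mitotic genes between −0.57 and −0.31, outside the random lists each time. The unfolded protein response list stayed between 0.81 and 0.93 in 3NQ and between 0.90 and 0.98 in the library labelled ΔTM, and NF-kappa B targets in WT between 0.31 and 0.42. CDKN1A in WT stayed between 0.69 and 0.78 and KIAA1324 in WT between 10.48 and 11.88 with Luc as the control. The mean of both mutants was not used as its control, since 1 of them lists it at 0.

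With a 2-fold threshold, 79 genes were higher and 67 lower in WT, 58 and 61 in 3NQ, and 71 and 51 in the library labelled ΔTM. Groups A to H then held 15, 64, 29, 45, 34, 33, 22 and 12 genes, with 1 cell cycle-related and 0 DNA replication-related genes in group F, as the stricter threshold by construction calls fewer genes. A pseudocount of 0.1 raised the calls to 600 and 659 in WT, 378 and 582 in 3NQ, and 332 and 387 in the library labelled ΔTM, as it by construction weighs low genes more. Groups A, C, D, E, G and H then held 221, 116, 137, 298, 236 and 140 genes, CDKN1C in WT reached 0.60, and the cell cycle enrichment score in 3NQ was 0.427, inside the random lists. A pseudocount of 5 by construction weighs low genes less, and left 147 and 128 calls in WT, 98 and 92 in 3NQ, and 88 and 56 in the library labelled ΔTM. Groups A to H then held 32, 115, 39, 46, 40, 88, 44 and 20 genes, with 7 cell cycle-related genes and 1 DNA replication-related gene in group F. With an FPKM of at least 5, fewer genes were tested, and 253, 180 and 101 genes were lower in WT, 3NQ and the library labelled ΔTM, with 48, 56, 84, 85 and 43 genes in groups C, D, E, G and H. When WT also had to pass the threshold against each mutant, group B held 101 and group F 35 genes, 1 of them cell cycle-related and 0 DNA replication-related.

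With another filter or pseudocount, some lists near 0 changed direction or crossed the limit of the random lists, and the cause was not tested. With an FPKM of at least 5, the Fig. 4A transcription factors in 3NQ were at −0.020 and the interferon response in the library labelled ΔTM at −0.028, and the JNK pathway list in 3NQ (0.085) no longer lay outside the random lists. With no filter, the anti-apoptotic list was at 0.037 in 3NQ and 0.010 in the library labelled ΔTM, and immediate-early and AP-1 genes in the library labelled ΔTM at −0.031. NF-kappa B targets in the library labelled ΔTM (0.014) came to lie outside the random lists, and the interferon response in WT (0.023) and lysosomal genes in the library labelled ΔTM (−0.10) inside. With a pseudocount of 5, GADD45A in WT (0.56), p53 targets in WT (0.096) and lysosomal genes in the library labelled ΔTM (−0.094) fell inside their limits, and Golgi genes (0.0093) and the genes of Supplementary Fig. 6B (−0.14), both in the library labelled ΔTM, passed them.

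A rescaling by construction moves all ratios of a library by nearly the same amount, which is why values near 0 changed sign. The median of ratios brought DNA replication in the library labelled ΔTM to 0.011, the JNK pathway to 0.044, the anti-apoptotic list to 0.034 in 3NQ and 0.024 in the library labelled ΔTM, the interferon response in 3NQ to 0.016 and the pro-apoptotic list in 3NQ to 0.017. Golgi genes in the library labelled ΔTM (0.071) passed the limit, and the DNA replication enrichment score in 3NQ (0.495) did not. The enrichment scores in the library labelled ΔTM were −0.195 and −0.206. Single genes that changed direction were E2F1 (0.0070), MAPK9 (0.032), PARP1 (0.050) and IGF1R (0.036) in the library labelled ΔTM, and IGF1R (0.0046) in 3NQ. Rescaling by the upper quartile gave JNK pathway 0.020 and anti-apoptotic 0.00023 in the library labelled ΔTM, anti-apoptotic 0.033, interferon response 0.015 and pro-apoptotic 0.016 in 3NQ, MAPK9 0.0077, PARP1 0.026 and IGF1R 0.013 in the library labelled ΔTM, IGF1R 0.0034 in 3NQ, and a DNA replication score of 0.496 in 3NQ.

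With the mean of both mutants as the control, the comparison is another one, and the unfolded protein response in WT was −0.37, the chaperones −1.04, HSPA5 −1.04, the arresting genes 0.10, IRF3 0.058, MAPK14 0.0045, KAT2A −0.099, NR3C1 0.12, REST 0.065, SIN3A 0.067 and SMARCA4 0.088. Inside their limits fell GADD45A (0.35), the ATF4 branch (0.16), NRF2 targets (0.11), histone genes (0.083) and the interferon response (0.090). Without the genes the paper names, p53 targets were at 0.092 in WT and −0.011 in 3NQ and the JNK pathway in 3NQ at 0.085.

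Removal of the GC and length trend gave DNA replication 0.011, JNK pathway 0.060 and anti-apoptotic 0.060 in the library labelled ΔTM, anti-apoptotic 0.062 and interferon response 0.041 in 3NQ, and a cell cycle score of −0.227 in the library labelled ΔTM. Golgi genes (0.084), the cell cycle boxes (−0.038) and arresting genes (−0.14) in the library labelled ΔTM and lysosomal genes in 3NQ (−0.075) passed the limit, and lysosomal genes in the library labelled ΔTM (−0.037) no longer did. Without KIAA1324, the correlation of WT and the library labelled ΔTM was 0.383, inside the simulations, and 3NQ was nearer to Luc than to WT (difference −0.136). Spearman's correlation of WT and 3NQ, 0.567, exceeded every simulation. Over groups C, D, G and H, the library labelled ΔTM was nearer to WT (difference 0.307), as these genes were by construction chosen for a difference between a mutant and Luc. Among values of other single genes, 2 became stronger and 20 weaker than the threshold.

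The unknown depth limits CDKN1C, CCNB3 and other genes with an FPKM near 1, whose ratios depend on the pseudocount.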

Differences from the paper's values

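The paper reports 8 cell cycle-related genes lower only in WT, and 13 of the genes in the boxes of Supplementary Fig. 7 met the rule here. Of the alternatives set before the data were examined, a pseudocount of 0.1 (12 genes), an FPKM of at least 5 (12 genes) and the median of ratios (11 genes) closed the gap to within 1.5 times the paper's count. The 2-fold threshold (1 gene), no filter (13 genes), the upper quartile (14 genes) and the rule that WT also pass each mutant (1 gene) did not. A pseudocount of 5 for the calls, chosen after seeing the values, closed it too (7 genes). The paper reports 3 DNA replication-related genes lower only in WT, and 5 genes of the list met the rule here. None of the alternatives set before the data were examined closed this gap, with 5 genes under 5 of them and 0 genes under the 2-fold threshold and under the rule that WT also pass each mutant, and a pseudocount of 5, chosen for the calls after seeing the values, left 1 gene and did not close it.

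All 10 genes named in Supplementary Fig. 6B were lower only in WT here, although a pseudocount of 5 left 5 of them below the threshold in WT and a pseudocount of 0.1 called CDKN2C and E2F2 lower in 3NQ too.

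In Fig. 3C, read by eye after the deposited values were known, the bar of CDKN1A is about 47 in 3NQ and about 57 in ΔTM. The deposited FPKM of 3NQ was 56.4 and that of the library labelled ΔTM 46.6, so that the ranking of the mutants was opposite. For CDKN1C in Fig. 3C, the bars are about 0.82 in 3NQ and about 0.73 in ΔTM, against a deposited 0.726 and 0.826. For GADD45A in Fig. 3C, they are about 29 and about 28, against a deposited 28.1 and 29.1.

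The paper counts CDKN1C among the genes raised in WT. Its deposited FPKM was 0.768 in Luc and 1.22 in WT, near the bars of Fig. 3C at about 0.76 and 1.2. With a pseudocount of 1 its log2 ratio was 0.33, below the 1.5-fold threshold. With a pseudocount of 0.1, an alternative set before the data were examined, it was 0.60 and passed. The difference thus lies in the pseudocount and not in the FPKM. The paper also measured CDKN1C by qRT-PCR (Fig. 3D), which was not examined here. The paper states that the cell cycle arresting genes were raised in WT. The median of the 9 arresting genes here was −0.091, and with the mean of both mutants as the control it was 0.10, without passing the limit.

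The paper states that 3NQ and ΔTM express other gene groups than WT and describes group F as not lowered in the mutants. Here the median of group F was −0.33 in 3NQ, below the range from −0.22 to −0.056 of unchanged simulated libraries, and DNA replication genes in 3NQ lay below nearly all random lists, at −0.19. In its PCA, the paper places 3NQ away from WT and toward the cancer tissue group. Among the 4 libraries, 3NQ was nearer to WT (40.2) than to Luc (41.6), and without KIAA1324, a choice made after seeing the values, it was 40.1 from Luc.

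Of the transcription factors whose networks the paper describes as enforced in WT, the transcripts of IRF3 (−0.12) and FOXA1 (0.087) passed no threshold, and JUN was called higher in 3NQ too (0.68). With a pseudocount of 5, set for single genes before the data were examined, JUN was 0.88 in WT and 0.57 in 3NQ. Its ratio then reached 1.5-fold in WT but not in 3NQ. For NR2C2, whose network the paper describes as suppressed, the ratio in WT was 0.14. The paper built its networks from the overlap of changed genes with target sets of each factor. Those sets were not used here, and the transcript level of a factor is another measure, so these ratios do not test the networks. The paper lists MAPK signaling among the terms of genes raised in WT. Of the 16 JNK pathway genes, 2 were called higher in WT, MAPK8IP2 in group B and JUN in group A. This list covers only a part of MAPK signaling. The gene set behind the paper's term was not used here, so these counts do not test that term.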

Other observations

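The tests of Luc-like cells, of a failed estimate, of the shared direction of WT and 3NQ, of the difference between 3NQ and the library labelled ΔTM and of exchanged labels were chosen only after the results were seen.

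KIAA1324 was listed at 0 in the library labelled ΔTM, against an FPKM of 2.86 in Luc. A low level missed by sampling is argued against, since of 1014 other genes with an FPKM from 2 to 4 in Luc only 3 were listed at 0 in that library, and 1 each in WT and 3NQ. The same 3 genes argue against cells like the Luc cells in place of construct-expressing cells as the whole cause, since such cells would have KIAA1324 near its level in Luc. A failed estimate at this locus stays open. Across the libraries, 4 genes were listed at 0 in 1 library with an FPKM of at least 5 in the other 3, namely AC025262.1 and FAM25C in WT, AP000758.1 in 3NQ and C1orf134 in the library labelled ΔTM, so that a failed estimate and a true absence of the transcript cannot be told apart. C1orf194, which overlaps the start of KIAA1324 from 109648573 to 109656479, was listed at 0 in all 4 libraries and decides nothing. Single estimates can be unstable in this table. IMMP1L had an FPKM of 9820 in Luc, 5656 in WT, 22515 in 3NQ and 18.2 in the library labelled ΔTM, and UAP1 had 30.0 in Luc, 3126 in WT, 51 in 3NQ and 36.4 in the library labelled ΔTM. C1orf194, IMMP1L and UAP1 were chosen after their values were seen.

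In Fig. 3C, all 6 bars of 3NQ and ΔTM lay within 3% of the deposited value of the other mutant, and 0 lay within 3% of their own. An exchange of the 2 labels in the plot gives these 6 matches, and so does an exchange in the deposited table, and both cannot be told apart from the values. An exchange in the table would swap each value given here for 3NQ and the library labelled ΔTM. The sizes of the groups in Fig. 3A rank as with the deposited labels, which holds for any figure drawn from the same table, with group C (75) below group D (87) and group G (140) above group H (71). An exchange would not account for KIAA1324 at 0, since both constructs carry the gene.

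For the cell cycle and DNA replication genes lower in WT, a shift in scaling is argued against by the median of all genes (−0.0049). An unusual Luc library as the whole cause is argued against by the median of the promoting genes against the mean of both mutants (−0.21). Against Luc that median was −0.38, so that a part due to the Luc library stays open. A trend with GC content and length is argued against by the median of the promoting genes after its removal (−0.34). For the changes that WT and 3NQ share, the Pearson correlation of 0.573 lay inside the simulations of a shared Luc library. Among the genes called in WT, 89.3% had the same direction in 3NQ, above every simulation under each alternative tried, and Spearman's correlation and the shared direction of group F also exceeded every simulation, which argues against the shared Luc library as the whole cause. The shared direction of group B, at 80.1% in 3NQ, lay inside the simulations. The cell cycle promoting genes were lower in 3NQ than in the library labelled ΔTM by a median of −0.11 (percentile 0.010), in which Luc cancels, so the shared control is argued against for this difference. A partial effect of 3NQ on these genes may be proposed as a hypothesis, with the state of the single cultures and the labels of both mutants left open.

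Of the other genes given that the paper names, PARP1 had a log2 ratio of −0.20 in WT, −0.054 in 3NQ and −0.011 in the library labelled ΔTM. INSR had 0.27, −0.30 and −0.28, and IGF1R had 0.19, −0.030 and −0.024. FUT8 was lower than Luc in all 3, with −0.50, −0.63 and −0.34, and passed the threshold in 3NQ only, and in none with a pseudocount of 5 (−0.54 in 3NQ).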
